# ACE-inhibition induces a cardioprotective transcriptional response in the metabolic syndrome heart

**DOI:** 10.1038/s41598-018-34547-9

**Published:** 2018-11-01

**Authors:** Aziza Yakubova, Lieven Thorrez, Dmitry Svetlichnyy, Liesbeth Zwarts, Veerle Vulsteke, Griet Laenen, Wouter Oosterlinck, Yves Moreau, Luc Dehaspe, Jeroen Van Houdt, Álvaro Cortés-Calabuig, Bart De Moor, Patrick Callaerts, Paul Herijgers

## Abstract

Cardiovascular disease associated with metabolic syndrome has a high prevalence, but the mechanistic basis of metabolic cardiomyopathy remains poorly understood. We characterised the cardiac transcriptome in a murine metabolic syndrome (MetS) model (LDLR−/−; ob/ob, DKO) relative to the healthy, control heart (C57BL/6, WT) and the transcriptional changes induced by ACE-inhibition in those hearts. RNA-Seq, differential gene expression and transcription factor analysis identified 288 genes differentially expressed between DKO and WT hearts implicating 72 pathways. Hallmarks of metabolic cardiomyopathy were increased activity in integrin-linked kinase signalling, Rho signalling, dendritic cell maturation, production of nitric oxide and reactive oxygen species in macrophages, atherosclerosis, LXR-RXR signalling, cardiac hypertrophy, and acute phase response pathways. ACE-inhibition had a limited effect on gene expression in WT (55 genes, 23 pathways), and a prominent effect in DKO hearts (1143 genes, 104 pathways). In DKO hearts, ACE-I appears to counteract some of the MetS-specific pathways, while also activating cardioprotective mechanisms. We conclude that MetS and control murine hearts have unique transcriptional profiles and exhibit a partially specific transcriptional response to ACE-inhibition.

## Introduction

Cardiovascular disease prevalence and associated mortality is higher in individuals with metabolic syndrome (MetS)^1,2^. The International Diabetes Federation (IDF) defines MetS as central obesity plus any two of the following: elevated plasma triglyceride (TG) levels (≥150 mg/dl), reduced high-density lipoproteins (HDL) (<40 mg/dl for men and <50 mg/dl for women), increased blood pressure (≥130 mmHg systolic or ≥85 mmHg diastolic), and/or increased fasting plasma glucose (≥100 mg/dl)^3^. According to these criteria, MetS affects 20–25% of the world’s population. Individuals with MetS have a twofold higher risk of having coronary heart disease (CHD) and myocardial infarction due to development of metabolic cardiomyopathy^4^.

Only a few studies defined the phenotypic characteristics of metabolic cardiomyopathy^5,6^. Previous research in our group characterized a double knock-out mouse model (LDLR−/−; ob/ob, called DKO henceforth)^7^ that mimics many of the characteristics of patients with metabolic syndrome. The mouse model exhibits impaired left ventricular contraction and increased ventricular stiffness with increased myocardial fibrosis. Preload recruitable stroke work, a load independent parameter of contractility, was 35% lower in DKO than in wild type mice (WT). End diastolic pressure volume relationship (EDPVR) was 50% higher in DKO than in WT. Arterial elastance (Ea), a parameter of ventricular afterload was 42% higher in DKO than in WT. The metabolic profile shows severe insulin resistance (with HOMA-IR 10-fold higher in DKO), a more than double glycemia level, a more than sevenfold total cholesterol level, and more than tenfold level of blood triglycerides. Contractile reserve was significantly reduced in DKO. Body weight at 24 weeks was more than double in DKO, but heart weight corrected for tibia length only increased by 7%. At the cellular level, we reported that cardiomyocytes in the MetS heart demonstrate slower kinetics of contraction and relaxation^8^.

Despite the extensive pathophysiological characterization of the MetS heart, the molecular mechanisms governing metabolic cardiomyopathy remain poorly understood. The apparent obstacle is the complex, interdependent multifactorial nature of the metabolic syndrome itself. The need for a better understanding of molecular disease mechanisms is further substantiated by the limitations of conventional therapies aimed at single therapeutic targets.

The European Society of Cardiology recommended the use of genomic methods and bioinformatics tools to investigate the full transcriptomic heart profile in order to characterize the signalling networks accountable for cardioprotection, and to identify potential therapeutic targets for use in multitarget treatment strategies^9^. The use of genomic diagnostic tools can also lead to early identification of individuals at increased risk and to novel therapeutic strategies that can reduce acute ischemic damage and remodelling towards heart failure in advanced disease.

The heart is composed of different cell types, where cardiac myocytes account for only about a third of the total cell number^10^. The rest includes a broad range of other cell types, including fibroblasts and other connective tissue cells, smooth muscle and endothelial cells and immune system–related cells^11–13^. These distinct cell groups are not isolated from one another within the heart, but interact via paracrine, autocrine and endocrine factors. Therefore, the impact of cellular crosstalk should be considered to understand pathogenic disease mechanisms and therapeutic effects. In our study, the use of genomic tools in examining whole heart samples contributes to understanding heterocellular cell-cell interactions in metabolic cardiomyopathy and treatment.

Angiotensin-converting enzyme inhibition (ACE-I) is a therapy of choice for patients with MetS^14,15^, along with other pharmacologic agents^16^. It has been shown that ACE-I ameliorates some of the MetS pathogenic characteristics, as it exerts an anti-hypertensive effect and improves glucose control and insulin sensitivity^17,18^. We reported earlier that ACE-I by captopril also improves cardiac contractility in the MetS murine model^8,19^. Glycemia in DKO treated with ACE-I was 23% lower than in untreated controls, total cholesterol was 14% lower, and triglycerides were 21% lower. ACE-I had no effect on body weight. Heart weight corrected for tibial length in DKO was reduced by 13%. Left ventricular load independent contractility determined by preload recruitable stroke work was unchanged in WT, but improved by 16% in DKO, while EDPVR was unchanged in WT, but normalized in DKO (50% reduction). Arterial elastance reduced 31% in WT and 50% in DKO, proving the effectiveness of the applied dose of captopril. Contractility and contractile reserve of isolated cardiomyocytes from DKO mice was partly restored after ACE-I. However, our understanding of the effects of ACE-I treatment on the heart and metabolic cardiomyopathy remains very limited.

The goal of the current study was to characterize the transcriptional signature in the heart of a murine model of MetS relative to a healthy, control heart and to characterize the transcriptional changes induced by ACE-I in control and MetS hearts.

## Results

### Transcriptional characterization of the heart of a murine MetS model

The DKO mouse is a clinically representative model for MetS, which enables the study of cardiovascular consequences and therapeutic interventions and was extensively phenotyped in previous studies^7,8,20^. The phenotypes in DKO mice are highly consistent across individuals and include higher body weight, glucose, insulin, total cholesterol levels, plasma triglycerides, pulse pressure, and mean arterial blood pressure, elevated insulin resistance and impaired glucose tolerance. DKO mice develop metabolic cardiomyopathy from the age of 24 weeks. The cardiomyopathy is characterized by impaired contractility and relaxation, increased end-diastolic ventricular stiffness, increased ventricular myocardial fibrosis, and decreased cardiac output. DKO hearts show higher collagen content, increased cardiac myocyte cell width, and the presence of atherosclerotic lesions.

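RNA of whole hearts was sequenced from 3 DKO-CO mice, which lack the LDL receptor and leptin, and from 3 WT-CO mice. Both groups were 24 weeks old and had received saline from 12 weeks of age. The deposited files give, for each heart, the number of single reads counted over each gene symbol, with no scaling. The paper states that the reads were aligned to build GRCm38, counted with htseq-count and cuffquant and compared with Cufflinks. The sample labels also name HTSeq, but edgeR and DESeq in place of Cufflinks. Neither gives the strand setting, so that counts of overlapping or antisense genes and of pseudogenes are uncertain. The libraries held 11290319 to 14907804 gene counts in WT-CO and 11285711 to 14178850 in DKO-CO, and 13179 genes had enough counts to be tested. Counts were scaled by TMM, and the 12 libraries of all 4 groups were fitted together with edgeR's quasi-likelihood test. A gene was called at a false discovery rate of at most 0.05 and an absolute log2 fold change above 0.585, the thresholds of the paper. Levels are TMM-normalized CPM (counts scaled to the size of the library), given as mean ± SD over 3 hearts, and SE is the standard error of a log2 fold change. Positions are those of GRCm38 in the GENCODE M21 annotation. Of 43 gene lists fixed before the data were examined, 40 had enough measured genes and were tested against all other genes with camera at a preset correlation of 0.01 and again with an estimated correlation. Their p values were adjusted over the lists, and in this fit of 12 libraries no list passed in any comparison with the estimated correlation. The libraries, numbered within a group in an arbitrary order, fell into 2 sets by the slope of their CPM on the GC content of the transcripts. The slope lay between -0.0475 and -0.0138 log2 units per percent in 7 libraries, which are WT-CO 1, WT-AI 1 and 2, DKO-CO 1 and all DKO-AI, and between 0.0314 and 0.0759 in the other 5. Mitochondrially encoded genes took 34.71% to 42.63% of the counts in the first set and 20.94% to 28.80% in the second. A fit with an added term for these library sets, and fits within each set, were chosen after the data were seen.

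**Figure D1:**
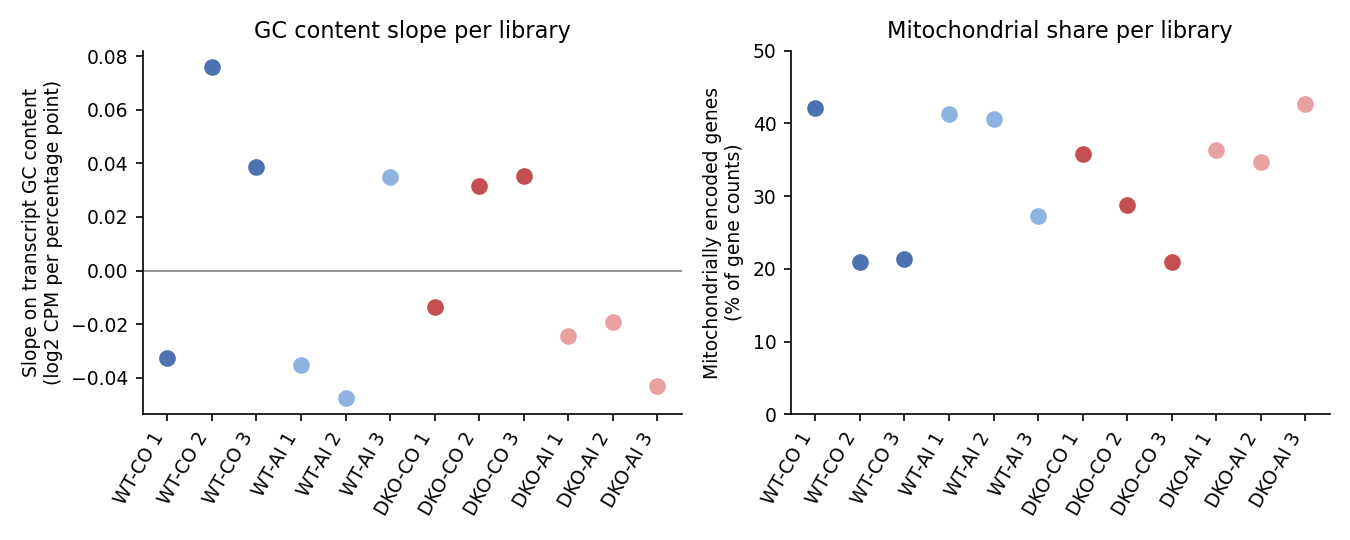
Slope of log2 CPM on transcript GC content (left, log2 units per percentage point) and share of counts from mitochondrially encoded genes (right, %) for each of the 12 libraries, 1 point per heart, colored by group. WT-CO and DKO-CO each have 1 library below 0 and 2 above, while all 3 DKO-AI libraries lie below 0.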

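The DKO mice carry mutations of Ldlr and Lep, and captopril targets the product of Ace. Ldlr, the LDL receptor gene, had a log2 fold change of -0.20 (SE 0.34, adjusted p = 0.825) from edgeR's quasi-likelihood test, and Lep, the leptin gene, one of 3.39 (SE 1.26, adjusted p = 0.175) at 0.668 ± 0.736 CPM in DKO-CO. These counts sum over the whole gene and so do not check the genotype, which the paper determined by PCR. Ace differed by -0.06 (SE 0.34, adjusted p = 0.950). The smallest adjusted p of the comparison belonged to Gm5559, a processed pseudogene on chromosome 5:95861714–95862715 whose count is uncertain. It fell from 27.4 ± 10.8 CPM (SD, n = 3) in WT-CO to 0.814 ± 0.1 (SD, n = 3) in DKO-CO, a log2 fold change of -5.07 (SE 0.36, adjusted p = 7.20e-05). Hipk2, a nuclear protein kinase on chromosome 6:38694390–38876165, rose from 10.1 ± 4.77 to 87.8 ± 13.7 CPM, a log2 fold change of 3.10 (SE 0.45, adjusted p = 0.0283). Mstn, which encodes the inhibitor of muscle growth myostatin, rose from 0.298 ± 0.277 to 2.90 ± 1.50 CPM (adjusted p = 0.0463). Cyp26b1, an enzyme that breaks down retinoic acid, rose from 3.37 ± 2.15 to 26.8 ± 7.01 CPM (adjusted p = 0.0283). Kcnk1, a potassium channel gene, rose by a log2 fold change of 2.63 (SE 0.42, adjusted p = 0.0312). In each of these called genes the 3 DKO-CO hearts all lay on one side of the 3 WT-CO hearts. The rule that picked these genes required this, so that it adds no support. Chance alone gives such a separation for 10% of genes. Of the 12 fits that leave out 1 library, Gm5559 passed in 12, Hipk2 and Cyp26b1 in 8, Kcnk1 in 4 and Mstn in 2. Of 13179 genes, 55 passed, 38 higher and 17 lower in DKO-CO, while 2373 had an unadjusted p under 0.05, where chance alone gives 659. Without WT-CO 1 the balance turned, with 42 genes called, 16 higher and 26 lower. The count was 1, a lower gene, without WT-CO 2, DKO-CO 2, DKO-CO 3 or DKO-AI 1. It was 12 without DKO-AI 3, 15 without DKO-AI 2, 21 without DKO-CO 1, 27 without WT-AI 2 and 30 without WT-AI 1. It was 254 with no low-count filter, 622 with DESeq2, 379 with a GC and length offset and 7 in a fit of the 6 libraries compared. Of the fits chosen after the data were seen, the added term for the library sets gave 1323 genes, all 55 among them, an added term for atrial markers gave 1, and the fit without DKO-CO 2 and 3, which leaves 1 DKO-CO heart, gave 0. A fit within the 5 libraries of one set, 2 hearts against 2, gave 133 genes, with 28 of the 55 among them. Within the 7 libraries of the other set the comparison is DKO-CO 1 alone against WT-CO 1 alone, and as the spread comes only from the treated groups, these 2 hearts are assumed to vary like them. The 748 genes called there, with 40 of the 55 among them, therefore rest on 1 heart per group.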

RNA-seq analysis of 39,175 genes identified 288 genes that are differentially expressed between DKO-CO and WT-CO hearts (Fig. 1A). We used Ingenuity Pathway Analysis (IPA) to integrate and help interpret our expression data and found 72 significantly enriched pathways (top 10 shown in Fig. 1B,C, the complete list in Suppl. Table S1), with the majority of pathways indicating an increase in activity. 

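Genes of the extracellular matrix were higher in DKO-CO hearts as a group. Of 36 genes in the list extracellular matrix and fibrosis, 34 were higher and 2 lower, 2 were called and 12 passed when adjusted over the list alone. Over the list, the median log2 fold change was 0.60 (camera adjusted p = 3.42e-09, and adjusted p = 0.316 with an estimated correlation). Loxl2, a collagen cross-linking enzyme, rose from 1.70 ± 0.318 CPM (SD, n = 3) to 6.55 ± 1.39 (SD, n = 3), a log2 fold change of 1.94 (SE 0.31, adjusted p = 0.0312) from edgeR's quasi-likelihood test. Of 16 glucocorticoid receptor target genes, 15 were higher, 3 were called and 8 passed when adjusted over the list alone (median log2 fold change 0.87, camera adjusted p = 4.02e-08, adjusted p = 0.137 with an estimated correlation). Fkbp5, a co-chaperone that binds the glucocorticoid receptor, on chromosome 17:28399094–28517527, rose from 15.3 ± 1.41 to 46.5 ± 4.53 CPM, a log2 fold change of 1.61 (SE 0.21, adjusted p = 0.0283). Zbtb16, a transcription factor gene, rose from 11.6 ± 3.14 to 48.8 ± 2.96 CPM. Of 16 macrophage markers, 13 were higher and 1 was called (3 when adjusted over the list alone), with camera adjusted p = 0.00433, and adjusted p = 0.421 with an estimated correlation. The called marker was Mpeg1, a pore-forming protein of macrophages, with a log2 fold change of 1.85 (SE 0.30, adjusted p = 0.0312). When 1 of the 12 libraries was left out in turn, Fkbp5 passed in 8 fits, Mpeg1 in 5, and Loxl2 and Zbtb16 in 4 each. Nuclear-encoded genes of oxidative phosphorylation went the other way, with 28 of 30 lower, 0 called and 3 lower when adjusted over the list alone. These genes had a median log2 fold change of -0.42 (camera adjusted p = 6.99e-08, adjusted p = 0.242 with an estimated correlation). Of 79 cytosolic ribosomal proteins, 73 were lower, 0 were called and 1 passed when adjusted over the list alone (median -0.41, camera adjusted p = 5.90e-11, adjusted p = 0.421 with an estimated correlation). In all, 13 of the lists passed with the preset correlation, 8 higher and 5 lower. This balance turned to 7 higher and 9 lower without WT-CO 1, to 8 and 9 without DKO-CO 3, and to 6 and 8 without DKO-CO 2 and 3, a removal that was chosen after the data were seen and leaves 1 DKO-CO heart. The macrophage markers lost their camera call without WT-CO 1 (adjusted p = 0.0603) and without DKO-CO 3 (adjusted p = 0.0975). The lists were also tested alone with fry, which does not compare them with other genes. The fry adjusted p was 0.0104 for the LXR, glucocorticoid receptor, SREBP1c and SREBP2 targets. It was 0.0182 for nuclear-encoded oxidative phosphorylation and 0.0412 for heat shock proteins. It was 0.0611 for extracellular matrix and fibrosis, 0.0956 for macrophage markers and 0.360 for immediate-early genes. Supplementary Table S1 lists 90 molecules behind its 72 pathways, of which 73 were tested, 56 higher and 17 lower in DKO-CO, with 7 called and 68 at an unadjusted p under 0.05. The study chose these molecules on these samples, so their direction is not independent evidence. The authors ran Ingenuity Pathway Analysis on their differentially expressed genes and, from the scores of these pathways, state that most of them gained activity in DKO hearts.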

We have opted to combine in the figures the comparison DKO versus WT (panels A where appropriate) with the comparison DKO versus DKO-ACE-I (panels B where appropriate). This was done to allow easy comparison of (i) how pathways are disturbed in DKO and (ii) reverted or altered upon treatment with ACE-I.

**Figure 1:**
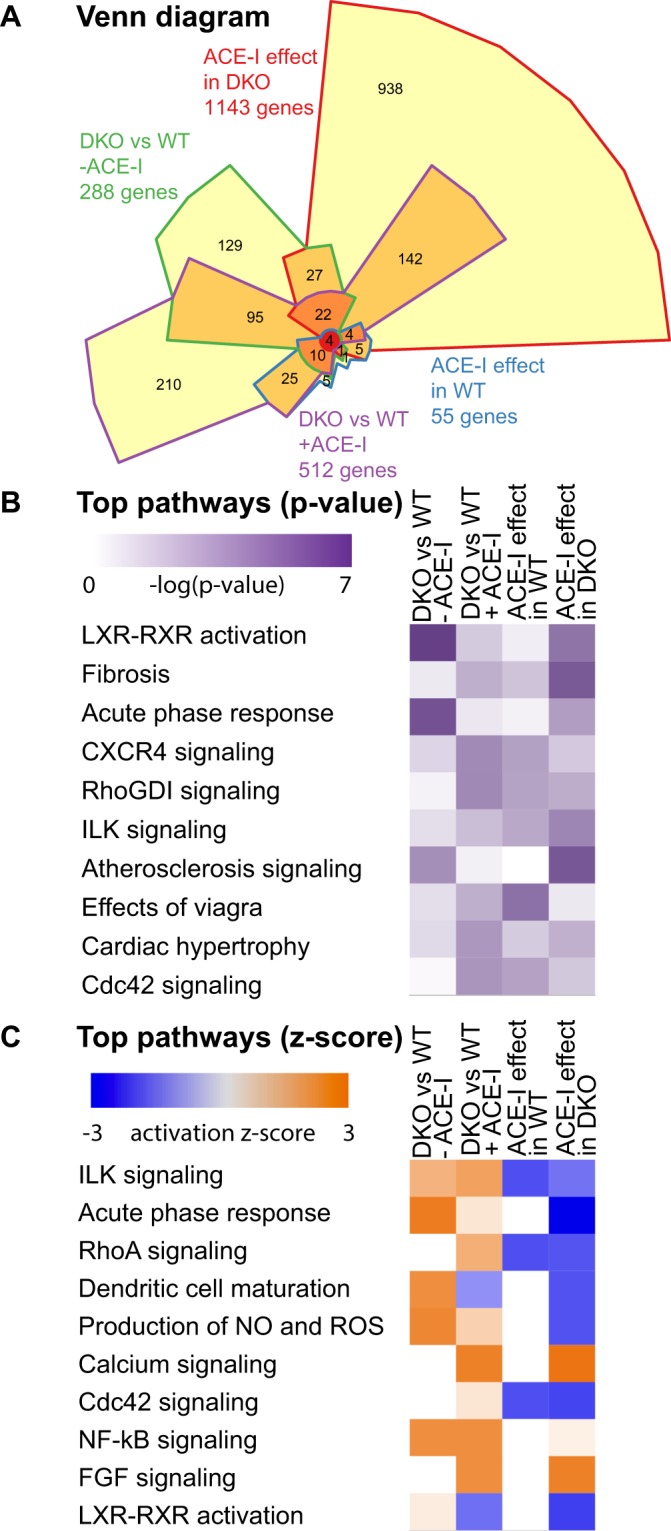
(**A**) Chow-Ruskey Venn diagram of number and overlap of differentially expressed genes when comparing WT to DKO mice and when comparing the effect of ACE-I in both animal models. (**B**) Comparison analysis of top 10 pathways most affected based on p-value (relative number of genes differential versus total members of the pathway). (**C**) Comparison analysis of top 10 pathways most severely up (orange) or down (blue) regulated. Observed up or down regulation is compared to known changes that are either activating or inhibiting, as derived from the literature and compiled in the Ingenuity® Knowledge Base.

First, our findings implicated activation of pathways not previously associated with the MetS heart. These include ILK signalling, dendritic cell maturation, and production of nitric oxide and reactive oxygen species in macrophages (Fig. 1B,C). In the ILK signalling pathway (Fig. 2A) our analysis indicated upregulated expression of *Ras homolog family member* (*Rho*), *myosins*, and *fibronectin 1* (*Fn1*). Furthermore, in addition to the upregulation of *Rho*, we observed downregulated expression of the transcription factor (TF) *Fos* in the ILK and in the Rho signalling pathways (Figs 2A,3A).

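Fn1, which encodes fibronectin and lies on chromosome 1:71585520–71653200, was at 55.7 ± 16.8 CPM (SD, n = 3) in WT-CO and 104 ± 26.3 (SD, n = 3) in DKO-CO hearts, with all 3 DKO-CO hearts above the WT-CO hearts. Its log2 fold change was 0.90 (SE 0.29, adjusted p = 0.135) from edgeR's quasi-likelihood test, so that it was not called. Myh11, the smooth muscle myosin heavy chain, on chromosome 16:14194535–14291372, was at 28.5 ± 6.82 and 66.1 ± 21.4 CPM, a log2 fold change of 1.22 (SE 0.28, adjusted p = 0.0647). Fnbp1, the molecule that Supplementary Table S1 pairs with the Rho node, encodes a membrane-bending protein that binds Rho GTPases and had a log2 fold change of 0.54 (SE 0.20, adjusted p = 0.169). The GTPase genes Rhoa and Rhob had log2 fold changes of -0.16 (SE 0.22, adjusted p = 0.780) and 0.11 (SE 0.25, adjusted p = 0.879). Of 40 genes in the list Rho GTPases, ROCK, cofilin and Arp2/3, 18 were higher and 22 lower, with 0 called, 0 passing when adjusted over the list alone. The median was -0.05 (camera adjusted p = 1.00). Of 23 genes of the ILK complex and integrin adhesion, 16 were higher and 7 lower, again with 0 called (median 0.17, camera adjusted p = 0.170). Of 11 smooth muscle and pericyte markers, 9 were higher, with 0 called and 4 passing when adjusted over the list alone. The median was 0.72 (camera adjusted p = 0.00281, adjusted p = 0.421 with an estimated correlation), and the smooth muscle and pericyte markers lost their call without WT-CO 1 (camera adjusted p = 0.144). Fn1 and Myh11 passed with the added term for the library sets, Myh11 also with DESeq2, with no low-count filter and with the GC and length offset, and Fnbp1 only within the 7 libraries of the first set, where 1 DKO-CO heart is compared with 1 WT-CO heart.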

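Fos, a subunit of the transcription factor AP-1, on chromosome 12:85473890–85477273, was at 29.6 ± 5.10 CPM (SD, n = 3) in WT-CO and 7.24 ± 1.88 (SD, n = 3) in DKO-CO hearts, with every DKO-CO heart below every WT-CO heart. This is a log2 fold change of -2.04 (SE 0.62, adjusted p = 0.119) from edgeR's quasi-likelihood test, which did not pass. Ier2, another gene induced within minutes of a stimulus, was at 30.4 ± 6.27 and 15.1 ± 2.33 CPM (adjusted p = 0.0763), and Fosb at 2.61 ± 1.10 and 0.873 ± 0.646 CPM. Of 27 immediate-early genes measured, 20 were lower and 7 higher, with 0 called and 2 lower when adjusted over the list alone. Their median log2 fold change was -0.39 (camera adjusted p = 0.000846, adjusted p = 0.603 with an estimated correlation). The call of the immediate-early genes was lost without WT-CO 3 (camera adjusted p = 0.0549). Fos passed with DESeq2, with no low-count filter, in the fit of the 6 libraries compared and with the added term for the library sets.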

**Figure 2:**
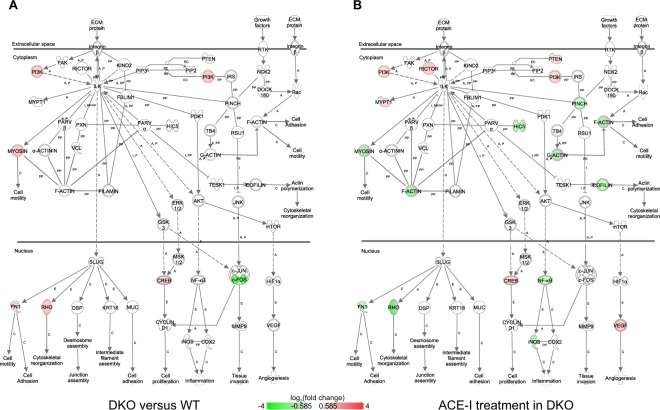
Integrin linked kinase (ILK) signaling. This pathway illustrates cytoskeletal changes and effects through integrin contacts with the extracellular matrix. (**A**) Differential gene expression in DKO mice versus WT mice. Red = upregulated, green = downregulated. A = activation, C = causes, E = Expression, EC = Enzyme Catalysis, I = inhibition, PP = Protein-Protein binding, RE = Reaction. (**B**) Differential gene expression in DKO mice after ACE-I. Red = upregulated, green = downregulated. A = activation, C = causes, E = Expression, EC = Enzyme Catalysis, I = inhibition, PP = Protein-Protein binding, RE = Reaction.

**Figure 3:**
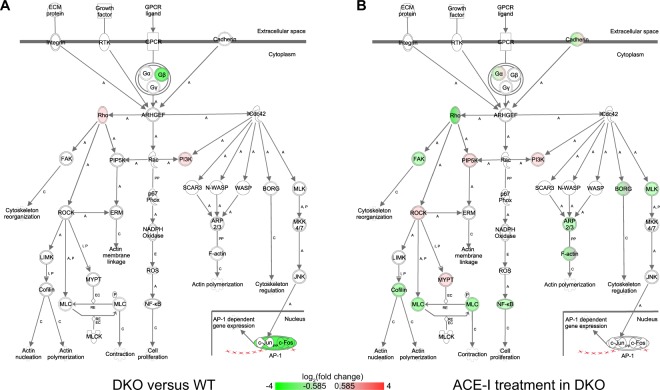
Rho GTPase family signaling. (**A**) Differential gene expression in DKO mice versus WT mice. (**B**) Differential gene expression in DKO mice after ACE-I. GTPases regulate a wide range of biological processes. The mammalian GTPase family currently consists of three subfamilies: Rho, Rac and Cdc42 and each affect numerous downstream molecules that mediate effects on the cytoskeleton and gene expression. The small GTPases act as molecular switches, cycling between an active GTP-bound state and an inactive GDP-bound state. A number of proteins have been identified as targets of Rho with ROCK being a prominent target. ROCK phosphorylates MLC, which plays an important role in actomyosin contractility. ROCK also activates LIMK, which results in Cofilin inactivation and leads to actin polymerization. Rac and Cdc42 also bind to PI3K, thus activating the PI3K/AKT signaling pathway. Red = upregulated, green = downregulated. A = activation, C = causes, E = Expression, EC = Enzyme Catalysis, I = inhibition, P = (de−)Phosphorylation, PP = Protein-Protein binding, RE = Reaction.

Second, our findings identified differentially expressed genes that have not been described in this context before. For instance, in the cardiac hypertrophy signalling pathway (Suppl. Fig. S1A), we observed upregulated expression of *Rho*, *Adenylate cyclase* (*Ac*), *cAMP-dependent protein kinase* (*Pka*), and downregulated expression of *heat shock protein 27* (*Hsp27*). 

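Hspb1, the small heat shock protein also called HSP27, on chromosome 5:135887919–135889563, was at 165 ± 55.7 CPM (SD, n = 3) in WT-CO and 77.2 ± 5.38 (SD, n = 3) in DKO-CO hearts, a log2 fold change of -1.09 (SE 0.25, adjusted p = 0.0647) from edgeR's quasi-likelihood test that did not pass. Cryab, a related small heat shock protein, was at 2758 ± 777 and 1408 ± 175 CPM (adjusted p = 0.0665). Heat shock proteins were lower as a group, 15 of 17, with 0 called and 5 lower when adjusted over the list alone. The median log2 fold change was -0.58 (camera adjusted p = 7.55e-06, adjusted p = 0.242 with an estimated correlation). Adcy9, an adenylate cyclase, was at 6.98 ± 4.72 and 20.6 ± 1.70 CPM, a log2 fold change of 1.53 (SE 0.45, adjusted p = 0.109). Prkar2a, a regulatory subunit of protein kinase A, on chromosome 9:108689314–108750436, was at 35.1 ± 10.7 and 66.2 ± 11.4 CPM, a log2 fold change of 0.91 (SE 0.23, adjusted p = 0.0822). Of 11 genes of the hypertrophy and fetal gene programme, 0 were called and 2 were lower when adjusted over the list alone, Acta1 and Nppb (median 0.04, camera adjusted p = 0.571). Acta1, the skeletal muscle actin, was at 522 ± 161 and 143 ± 76.3 CPM (log2 fold change -1.87), and Nppb, the B-type natriuretic peptide, at 190.2 ± 61.8 and 67.1 ± 16.5 CPM (log2 fold change -1.50). Hspb1, Cryab, Adcy9, Prkar2a, Acta1 and Nppb passed with DESeq2 and with the added term for the library sets, and Hspb1 and Cryab also without WT-CO 1.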

In the LXR-RXR (Suppl. Fig. S2A) and atherosclerosis (Fig. 4A) signalling pathways our results showed upregulated expression of *low-density lipoprotein* (*Ldl*), *high-density lipoprotein* (*Hdl*), *ATP binding cassette subfamily A member 1* (*Abca1*), *ATP binding cassette subfamily G member 1* (*Abcg1*), *Abcg4*, *interleukin 1 alpha* (*Il-1), E-selectin ligand-1* (*Esl-1*) and downregulated expression of *phospholipase A2* (*Pla-2*). 

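Abcg1, a transporter that exports cholesterol from cells, on chromosome 17:31057675–31117988, rose from 4.32 ± 2.13 CPM (SD, n = 3) in WT-CO to 19.4 ± 7.51 (SD, n = 3) in DKO-CO hearts, a log2 fold change of 2.16 (SE 0.38, adjusted p = 0.0419) from edgeR's quasi-likelihood test. Scd2, a stearoyl-CoA desaturase, rose from 32.1 ± 6.40 to 85.6 ± 13.2 CPM (adjusted p = 0.0283). Abca1, the transporter that loads cholesterol onto apolipoprotein A-I, on chromosome 4:53030787–53159895, was at 20.6 ± 8.71 and 63.7 ± 19.9 CPM, a log2 fold change of 1.64 (SE 0.34, adjusted p = 0.0603) that did not pass. Of 11 LXR target genes, 9 were higher, 2 were called and 6 passed when adjusted over the list alone (median log2 fold change 0.96, camera adjusted p = 1.33e-06, adjusted p = 0.137 with an estimated correlation). Pla2g2d, a secreted phospholipase A2, fell from 4.37 ± 1.94 to 0.806 ± 0.194 CPM, a log2 fold change of -2.42 (SE 0.37, adjusted p = 0.0283). Glg1, the E-selectin ligand, had a log2 fold change of 1.00 (SE 0.33, adjusted p = 0.136). Abcg4 and Il1a had too few counts to be tested, and without a low-count filter their adjusted p were 0.795 and 0.721. Apob, which encodes the protein of LDL, had 0 counts in every WT-CO heart and counts in 2 of the 3 DKO-CO hearts. Of the 12 fits that leave out 1 library, Pla2g2d passed in 7, Scd2 in 6 and Abcg1 in 1. Abca1 passed without WT-CO 1 or WT-AI 3, with DESeq2, with no low-count filter, with the GC and length offset and with the added term for the library sets.

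**Figure D2:**
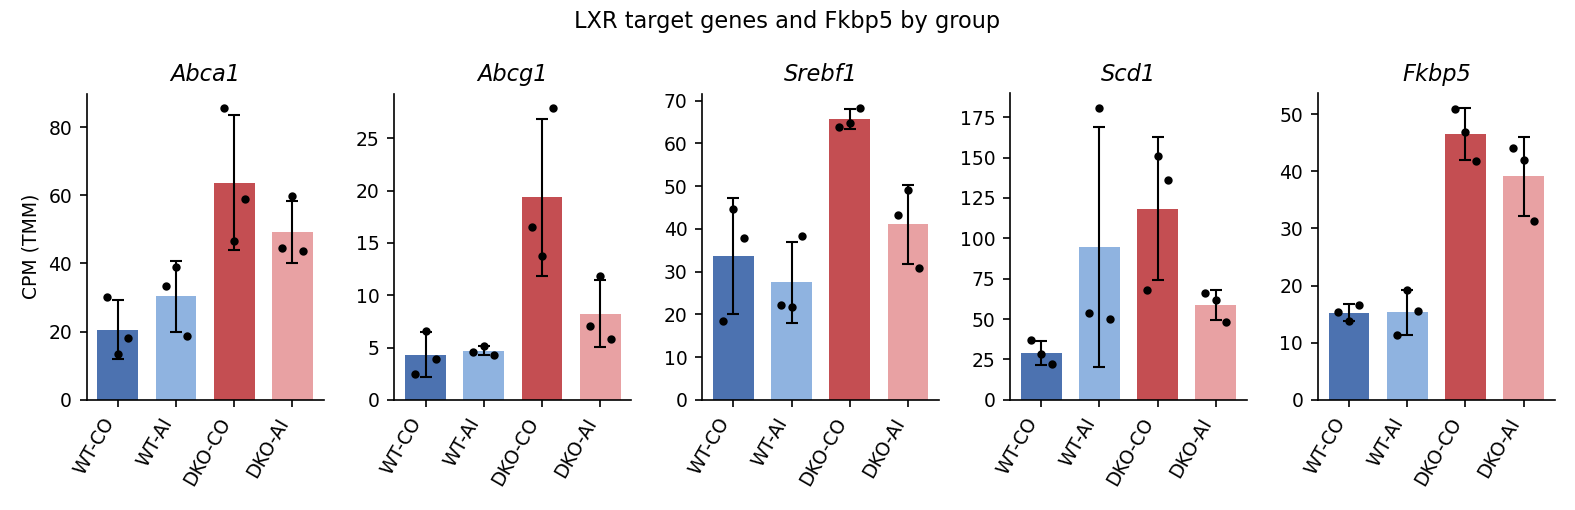
TMM-normalized CPM of Abca1, Abcg1, Srebf1, Scd1 and Fkbp5 in the 4 groups; bars are means, error bars SD and points the 3 hearts of a group. In each of the 5 genes the 3 DKO-CO hearts lie above the 3 WT-CO hearts.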

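Transcripts of liver secretory proteins appeared in 2 of the 3 DKO-CO hearts. Alb, which encodes albumin and lies on chromosome 5:90460897–90476602, had 2193 counts in DKO-CO 2, 526 in DKO-CO 3 and 0 in DKO-CO 1, and 0 in every WT-CO heart. The DKO-CO level was thus at least 847-fold higher against a floor of 3 counts over the group. Against that floor Apob was at least 21.5-fold, Fgb, the fibrinogen beta chain, at least 17.1-fold and Fgg, its gamma chain, at least 15.0-fold higher. Of 24 hepatocyte genes, 23 had at least 3 counts in DKO-CO 2 and a higher CPM there than in the 10 libraries other than DKO-CO 2 and 3, and 5 had enough counts to be tested. Those 5 were all higher, with 0 called and 4 passing when adjusted over the list alone. Over the list, the median log2 fold change was 2.52 (camera adjusted p = 0.00281, adjusted p = 0.421 with an estimated correlation). The hepatocyte genes lost this call without DKO-CO 2 (camera adjusted p = 0.132). Apoa2, an apolipoprotein of HDL, was at 1.14 ± 0.732 CPM (SD, n = 3) in WT-CO and 7.63 ± 9.61 (SD, n = 3) in DKO-CO (adjusted p = 0.144 from edgeR's quasi-likelihood test). Hp, haptoglobin, was at 3.82 ± 1.51 and 15.1 ± 8.69 CPM (adjusted p = 0.0647). Serpine1, the inhibitor of plasminogen activation, on chromosome 5:137061504–137072268, rose from 22.9 ± 4.71 to 58.8 ± 5.59 CPM, a log2 fold change of 1.36 (SE 0.25, adjusted p = 0.0420). All 3 DKO-CO hearts lay above the WT-CO hearts, and Serpine1 passed in 2 of the 12 fits that leave out 1 library. Serpina3n, a secreted protease inhibitor, had a log2 fold change of 0.96 (SE 0.46, adjusted p = 0.299). The study chose the acute phase response molecules of Supplementary Table S1 on these samples, so their direction is not independent evidence. Of the 10 tested, 1 was called, and 8 passed higher and 1 lower when adjusted over the list alone (median 1.32, camera adjusted p = 7.19e-07, adjusted p = 0.109 with an estimated correlation). For these acute phase response molecules of the paper (Supplementary Table S1), the adjusted p with an estimated correlation passed without DKO-CO 1 (0.0109) and with the added term for the library sets (0.0330). Hp passed without DKO-CO 1, with DESeq2 and with the added term for the library sets, while Alb, Apoa1, Apob, Fgb and Fgg passed only in the fit with no low-count filter. Without DKO-CO 1, the DKO-CO hearts left are the 2 with hepatocyte transcripts.

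**Figure D3:**
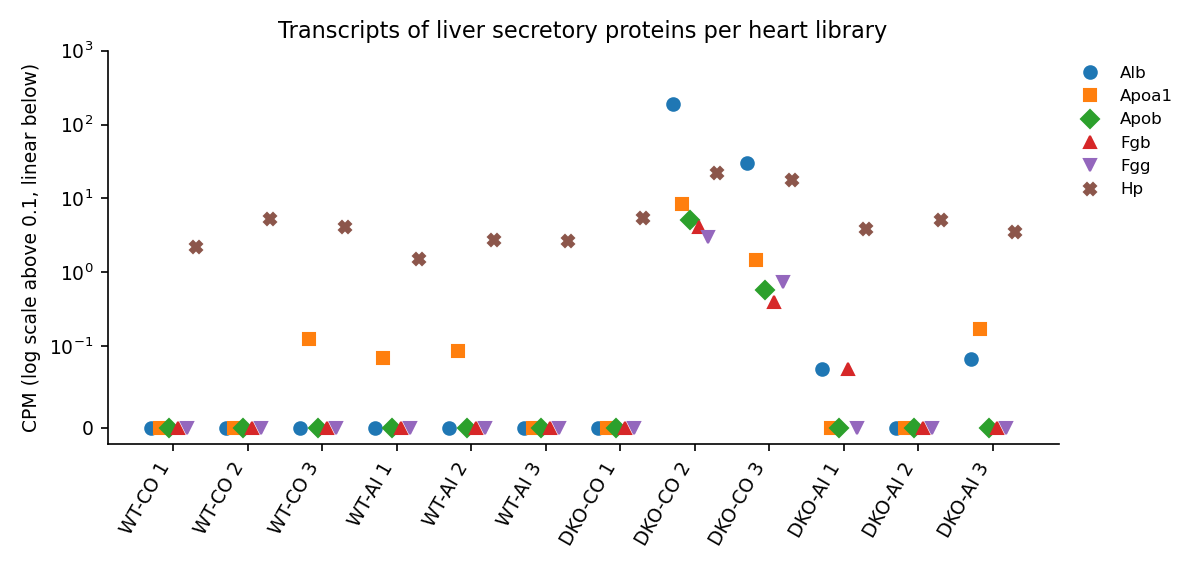
CPM of Alb, Apoa1, Apob, Fgb, Fgg and Hp in each of the 12 libraries, 1 symbol per gene, on an axis that is linear up to 0.1 and logarithmic above it. DKO-CO 2 and DKO-CO 3 hold the highest 2 values of each gene, with 2193 and 526 counts of Alb.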

In the acute phase response pathway (Fig. 5A), we observed downregulated expression of the TF *Fos* and upregulated expression of *albumin, serpin 1, serpin 3, apolipoprotein A-I* (*Apoa1/2*), *fibrinogen beta chain* (*Fgb*), *fibrinogen gamma chain* (*Fgg*), and *haptoglobin* (*Hp*). The differential expression of a selection of genes from these pathways was validated by means of qRT-PCR (see Suppl. Table S2).

**Figure 4:**
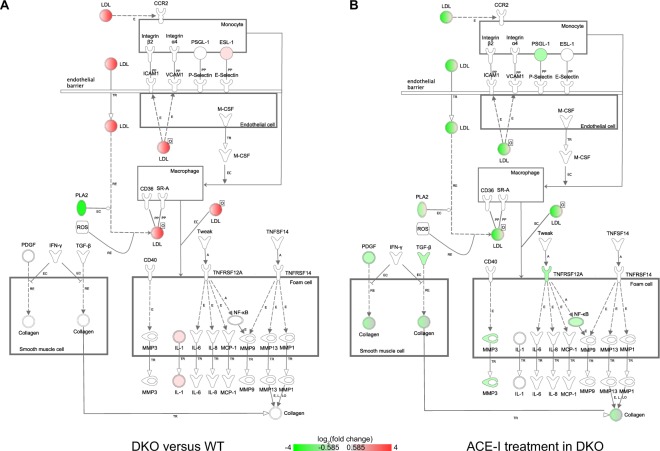
Atherosclerosis signaling. (**A**) Differential gene expression in DKO mice versus WT mice. (**B**) Differential gene expression in DKO mice after ACE-I. Monocytes adhere to endothelial cells and migrate into the intima of the blood vessel where they differentiate into macrophages. Atherogenic lipoproteins such as oxidized LDL play an initiating role in this adhesion. Macrophages take up oxidized LDL through scavenger receptors on their cell surface to form foam cells. Such lipid laden foam cells in the intima form a “fatty streak”. Foam cells secrete pro-inflammatory cytokines as well as MMPs. This in turn amplifies the local inflammatory response and stimulates SMC proliferation and migration toward the lesion, leading to formation of the thick fibrous cap of the stable plaque. Red = upregulated, green = downregulated. E = Expression (includes metabolism/synthesis for chemicals), EC = Enzyme Catalysis, L = Molecular cleavage or degradation, LO = Localization, O = Oxidized, PP = Protein-Protein binding, RE = Reaction, TR = Translocation.

**Figure 5:**
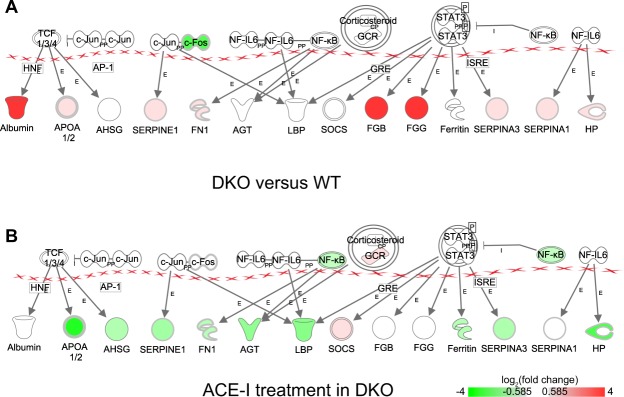
Acute phase response. (**A**) Differential gene expression in DKO mice versus WT mice. (**B**) Differential gene expression in DKO mice after ACE-I. The acute phase response is a rapid inflammatory response that can –amongst others- be triggered by tissue injury. It consists of an increase in inflammatory factors and a change in concentration of several plasma proteins (the acute phase proteins). Red = upregulated, green = downregulated. E = Expression, I = inhibition, PP = Protein-Protein binding.

In a network representation, we displayed the differentially expressed TFs and their involvement in several pathways (Fig. 6). 

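Egr1, an immediate-early transcription factor gene on chromosome 18:34859823–34864984, was at 119.7 ± 43.6 CPM (SD, n = 3) in WT-CO and 29.7 ± 7.69 (SD, n = 3) in DKO-CO hearts, a log2 fold change of -2.01 (SE 0.52, adjusted p = 0.0822) from edgeR's quasi-likelihood test. All 3 DKO-CO hearts lay below the WT-CO hearts, but the gene did not pass. Crebbp, the CREB-binding protein, which acetylates histones as a coactivator, on chromosome 16:4081328–4213997, was at 7.62 ± 2.25 and 15.6 ± 3.26 CPM, a log2 fold change of 1.02 (SE 0.29, adjusted p = 0.0977). Crebbp and Egr1 passed with DESeq2 and with the added term for the library sets, and Egr1 also with no low-count filter.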

The TFs *Fos*, *Foxo3*, *Crebbp*, *Ppargc1, Prkar2a* and *Egr1* are involved in most of the pathways. Additional *i-cis* Target analysis confirmed that the up- and downregulated genes are enriched for binding site motifs of these transcription factors (Fig. 7). The expression of these transcription factors in control and MetS hearts was confirmed by means of RT-PCR (see Suppl. Fig. S3).

**Figure 6:**
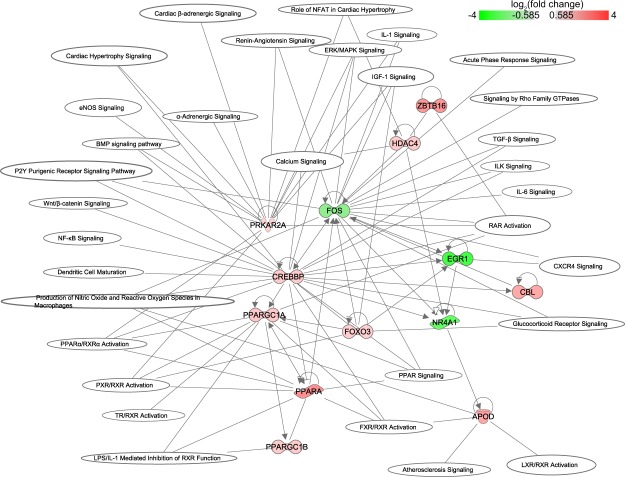
Pathways significantly changed when comparing DKO with WT mice. Only differential transcription factors are plotted in a network representation to show involvement in pathways. Red and green color indicate up- and downregulation, respectively.

**Figure 7:**
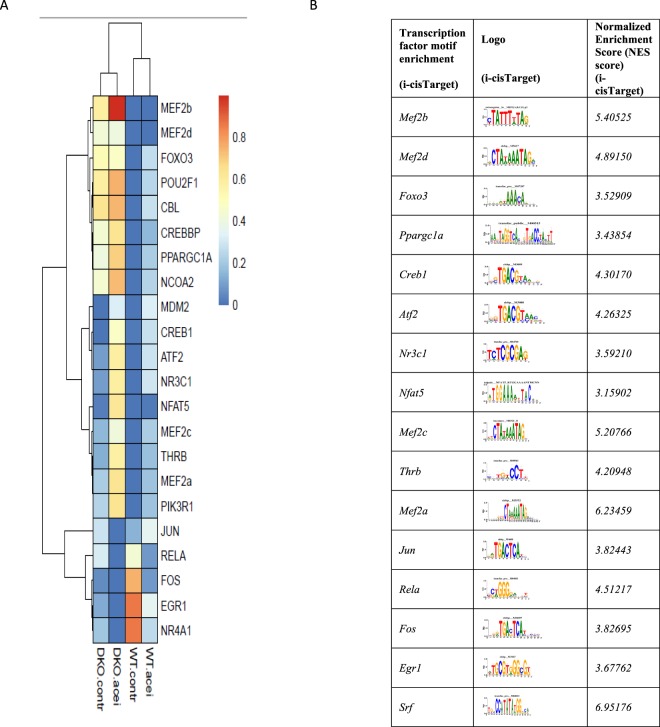
(**A**) Gene expression activity for IPA transcription factor prediction for all 4 conditions. FPKM values have been scaled across experimental conditions for convenient visualization ranging from low (0) to high (1) relative expression levels; (**B**) i-Cis-Target based transcription factor binding site enrichment analysis.

### ACE-I induces a model-specific transcriptional response in control hearts

To gain insight in the transcriptional effects of ACE-I treatment, we first characterized the impact of ACE-I on the transcriptome of control hearts. To this end, we compared the transcriptomes of whole hearts of captopril treated (WT-AI) and untreated WT mice (WT-CO).

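The treated WT mice received captopril, an inhibitor of angiotensin converting enzyme, at 10 mg per kg per day for 12 weeks, and RNA of 3 whole hearts was sequenced at 24 weeks of age. The WT-AI libraries held 11853423 to 13614555 gene counts, with a median of 12707433, against a median of 11357847 in WT-CO. Of the WT-AI libraries, 2 belong to the set with a GC slope below 0 and 1 to the set above 0, against 1 and 2 in WT-CO. Across genes, the fold change of WT-AI against WT-CO had a Spearman correlation of -0.69 with the GC content of the transcripts (genes are not independent replicates). A median standard error of 0.27 on the log2 scale applied to the fold changes. In a test on simulated data with 3 libraries per group, edgeR called 28.4% of genes changed 2-fold and 88.1% of those changed 4-fold. The simulated data hold no library sets, so that these shares need not apply to the real libraries.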

We found that ACE-I in WT mice had a limited effect on gene expression. RNA-seq analysis of 39,175 genes revealed only 55 genes differentially expressed between WT-AI and WT-CO hearts (Fig. 1A). This is a relatively small effect, when compared to changes due to WT versus DKO genotype (288 genes). 

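Extracellular matrix genes were lower in WT-AI than in WT-CO hearts as a group, 27 of the 36 in the list extracellular matrix and fibrosis, with 0 called and 0 passing when adjusted over the list alone. Their median log2 fold change was -0.54 (camera adjusted p = 2.55e-05, adjusted p = 0.666 with an estimated correlation). Timp1, an inhibitor of matrix metalloproteinases, was at 3.395 ± 1.80 CPM (SD, n = 3) in WT-CO and 1.23 ± 0.342 (SD, n = 3) in WT-AI, and Col1a1, the chain of type I collagen, at 94.4 ± 48.1 and 44.4 ± 28.3 CPM. Of 17 complement components, 14 were lower (median -0.50, camera adjusted p = 0.00172, adjusted p = 0.666 with an estimated correlation), with 0 called. Of 12 mitochondrially encoded proteins, 12 were higher (median 0.50, camera adjusted p = 0.00190, adjusted p = 0.666 with an estimated correlation). Of 30 nuclear-encoded genes of oxidative phosphorylation, 27 were lower (median -0.27, camera adjusted p = 8.69e-05, adjusted p = 0.666 with an estimated correlation). The library sets differ in their mitochondrial share. The mitochondrially encoded proteins had a camera adjusted p of 0.856 within the 7 libraries of the first set, which hold 1 WT-CO heart, and of 0.000833 within the other 5, which hold 1 WT-AI heart. With the added term for the library sets it was 0.0109, and with an estimated correlation the last 2 were 0.813 and 0.735. In all, 12 of the 40 lists tested passed with the preset correlation, 1 higher and 11 lower. Ace had a log2 fold change of -0.65 (SE 0.34, adjusted p = 0.382) from edgeR's quasi-likelihood test. Of 13179 genes, edgeR called 0, with a smallest adjusted p of 0.329 and 1876 genes at an unadjusted p under 0.05, where chance alone gives 659. DESeq2 and limma-voom also called 0. The GC and length offset called 1 gene, Igf1, which was lower. Fits within the 7 and the 5 libraries of the sets called 24 and 11, but WT-CO has 1 heart in the first and WT-AI 1 in the second, assumed to vary like the other groups.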

IPA analysis of these genes revealed 23 significantly enriched pathways (Fig. 1B,C) with an increase in activity level in one and a decrease in four pathways, all of which were related to Rho signalling. Importantly, we identify numerous genes that have not previously been implicated in the effect(s) of ACE-I treatment. 

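In WT-AI hearts the transcription factor gene Fos was at 11.0 ± 9.06 CPM (SD, n = 3), below all 3 WT-CO hearts in every treated heart, a log2 fold change of -1.43 (SE 0.61, adjusted p = 0.335) from edgeR's quasi-likelihood test that did not pass. Junb, which pairs with Fos in AP-1, was at 28.1 ± 10.7 in WT-CO and 14.6 ± 5.32 CPM in WT-AI. Of the immediate-early genes, 18 were lower and 9 higher (median log2 fold change -0.20, camera adjusted p = 0.0376, adjusted p = 0.686 with an estimated correlation), with 0 called and 0 passing when adjusted over the list alone. The immediate-early genes lost this call without WT-CO 2 (camera adjusted p = 0.0844), WT-CO 3 (0.413), WT-AI 2 (0.0894) or WT-AI 3 (0.657), and with the added term for the library sets (0.0640). Within the 7 libraries with a GC slope below 0, a fit chosen after the data were seen in which WT-CO 1 is the only WT-CO heart, the direction of the immediate-early genes turned to higher (camera adjusted p = 0.000696, adjusted p = 0.761 with an estimated correlation). Fos passed only within the 5 libraries with a GC slope above 0, where WT-AI 3 is the only treated heart, so that this pass rests on 1 heart.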

In a network representation showing the connection between the differentially expressed genes and the enriched pathways, we observed only one TF, *Fos*, which is significantly downregulated (Suppl. Fig. S4).

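Bmp10, a growth factor of the atrial heart muscle on chromosome 6:87428994–87437677, was at 24.4 ± 16.1 CPM (SD, n = 3) in WT-CO and 1.37 ± 2.29 (SD, n = 3) in WT-AI hearts, a log2 fold change of -4.09 (SE 1.58, adjusted p = 0.329) from edgeR's quasi-likelihood test. Nppa, the atrial natriuretic peptide, on chromosome 4:148000722–148002079, was at 416 ± 242 and 69.9 ± 70.0 CPM, a log2 fold change of -2.57 (SE 0.89). Dkk3, which encodes a secreted protein of the Dickkopf family, was at 84.5 ± 44.0 and 23.8 ± 18.5 CPM (log2 fold change -1.82), and Igfbp6, which binds insulin-like growth factors, at 29.4 ± 11.5 and 13.7 ± 0.801 CPM (log2 fold change -1.10). Nr4a1, an orphan nuclear receptor induced with Fos, had a log2 fold change of -1.30 (SE 0.70, adjusted p = 0.387). None of the 5 genes was called by edgeR, DESeq2 or limma-voom. All but Nr4a1 had an adjusted p of 0.329, the smallest of the comparison. The adjustment gives genes of different unadjusted p this same value, so that it does not rank these genes first. Dkk3 and Nppa passed within the 7 libraries with a GC slope below 0, where WT-CO 1 is the only WT-CO heart and is assumed to vary like the other groups.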

Downstream targets of Fos were displayed in the network: *Nr4a1, Bmp10*, *insulin-like growth factor-binding protein 6* (*Igfbp6), natriuretic peptide* (*Nppa*), *dickkopf-related protein* 3 (*Dkk3*), all with a decrease in expression (Suppl. Fig. S4). Besides *Fos*, the network representation revealed three genes involved in most of the pathways: *myosin light chain 1, 4 and 7* (*Myl1, Myl4, Myl7*) (Suppl. Fig. S4). 

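Myl4 and Myl7, the atrial light chains of myosin, were lower in all 3 WT-AI hearts than in any WT-CO heart. Myl4, on chromosome 11:104550663–104595753, was at 614 ± 389 CPM (SD, n = 3) in WT-CO and 116 ± 125 (SD, n = 3) in WT-AI, a 5.30-fold decrease (log2 fold change -2.41, SE 0.86). Myl7, on chromosome 11:5896637–5898782, was at 493 ± 288 and 96.5 ± 105 CPM, a 5.10-fold decrease (log2 fold change -2.35, SE 0.86). Myl1, a light chain of fast skeletal muscle that is also found in atria, on chromosome 1:66924295–66945404, was at 54.3 ± 20.3 and 25.4 ± 10.2 CPM, a 2.13-fold decrease. None of the 3 passed edgeR's quasi-likelihood test at the false discovery rate of 0.05. Of 13 atrial cardiomyocyte markers, 11 were lower, 0 were called and 8 passed when adjusted over the list alone. As a group they had a median log2 fold change of -1.82 (camera adjusted p = 5.41e-05, adjusted p = 0.666 with an estimated correlation). The 8 of these that the paper does not name had a median of -0.10 (camera adjusted p = 0.0754), though Sln, sarcolipin, was at 126 ± 67.6 and 24.4 ± 24.9 CPM. The mean log2 CPM of the 8 was 5.248, 5.322 and 4.512 in WT-CO 1, 2 and 3. It was 4.107, 3.769 and 4.582 in WT-AI 1, 2 and 3. Markers of other tissues were lower as well, with 0 called. The skeletal muscle markers, Myl1 among them, were lower in 4 of 4 tested (median -1.11, camera adjusted p = 0.000922, adjusted p = 0.666 with an estimated correlation). Of 8 epicardial and mesothelial markers, 7 were lower (median -0.63, camera adjusted p = 0.0255, adjusted p = 0.666 with an estimated correlation), a call that the epicardial and mesothelial markers lost without WT-CO 2 (camera adjusted p = 0.0566), WT-CO 3 (0.0897) or WT-AI 3 (0.161). Atrial markers also differed between hearts of one group: Myl4 ranged from 105.5 to 728.5 CPM among DKO-CO hearts. Without WT-AI 3 the decrease was 14.5-fold for Myl4 and 13.9-fold for Myl7, and both passed within the 7 libraries with a GC slope below 0, where WT-CO 1 is the only WT-CO heart. The paper reasons from the network of WT hearts that Fos and these myosin light chains link most of the pathways that captopril affected there.

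**Figure D4:**
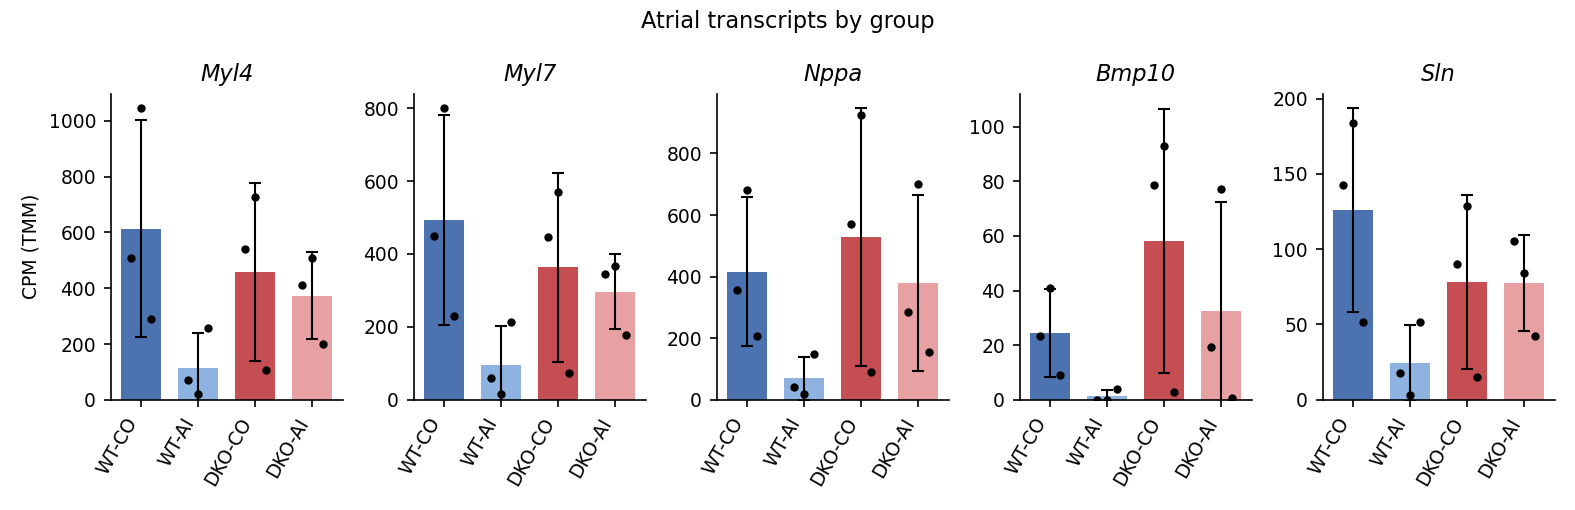
TMM-normalized CPM of the atrial transcripts Myl4, Myl7, Nppa, Bmp10 and Sln in the 4 groups; bars are means, error bars SD and points the 3 hearts of a group. WT-AI has the lowest mean in each of the 5 genes, and single DKO-CO and DKO-AI hearts spread over most of each axis.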

The expression of differentially expressed genes was validated by means of qRT-PCR (see Suppl. Table S3). Noteworthy, IPA transcription factor prediction for downregulated genes was consistent with the results we obtained via *i-cis*Target (Fig. 7). The *i-cis* Target analysis did not predict any TF binding site enrichment for up-regulated genes.

### ACE-I induces a model-specific transcriptional response in MetS hearts

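RNA of whole hearts from 3 DKO mice given captopril as in WT (DKO-AI) was compared with that of the 3 DKO-CO hearts. The DKO-AI libraries held 12566669 to 14330797 gene counts, with a median of 13501941. All 3 DKO-AI libraries belong to the set with a GC slope below 0, while 2 of the 3 DKO-CO libraries, DKO-CO 2 and DKO-CO 3, belong to the set above 0 and are also those with hepatocyte transcripts. Malat1, a nuclear noncoding RNA, was between 146.4 and 548.1 CPM in the first set and between 6.71 and 25.18 CPM in the second. Across genes, the fold change of DKO-AI against DKO-CO had a Spearman correlation of -0.67 with transcript GC content, and of 0.03 after the term for the library sets was added (genes are not independent replicates). The sets were defined by the GC slope in these counts, so that the term removes such a trend by construction. In simulated data with 3 libraries per group, edgeR called 35.8% of genes changed 2-fold and 88.1% of those changed 4-fold in this comparison. These data again hold no library sets, which the real libraries do.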

To characterize transcriptional changes induced by ACE-I in MetS heart and to identify key pathways with possible roles in the observed improvement in cardiac phenotype, we compared the transcriptome between ACE-I treated and untreated DKO hearts (DKO-AI vs. DKO-CO).

In DKO hearts, ACE-I resulted in a very prominent transcriptional response compared to WT hearts. Specifically, out of 39,175 genes analyzed, 1143 genes were differentially expressed between DKO-AI and DKO-CO hearts (Fig. 1A). 

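Collagens and other matrix genes were lower in DKO-AI than in DKO-CO hearts, 33 of the 36 in the list extracellular matrix and fibrosis, with 0 called and 9 lower when adjusted over the list alone. The median log2 fold change was -0.71 (camera adjusted p = 1.03e-13, adjusted p = 0.292 with an estimated correlation). Fbn1, which encodes fibrillin, was at 80.8 ± 5.04 CPM (SD, n = 3) in DKO-CO and 36.9 ± 9.98 (SD, n = 3) in DKO-AI, and Sparc, a collagen-binding matrix protein, at 579 ± 231 and 244 ± 4.11 CPM, with all 3 treated hearts below the controls in both. The fibroblast markers were lower in 6 of 8, with 0 called and 2 lower when adjusted over the list alone (median -0.33, camera adjusted p = 0.0313, adjusted p = 0.332 with an estimated correlation). Without DKO-CO 3, DKO-AI 1 or DKO-AI 2 the fibroblast markers lost this call (camera adjusted p = 0.0682, 0.0505 and 0.106). Of 11 genes of the hypertrophy and fetal gene programme, 9 were lower and 3 passed when adjusted over the list alone (median -0.48, camera adjusted p = 0.000632, adjusted p = 0.292 with an estimated correlation). In DKO-AI, Nppb was at 23.3 ± 6.82 CPM and Acta1 at 44.3 ± 5.49. Without DKO-CO 2 and 3, which leaves 1 DKO-CO heart, 4 of the 8 fibroblast markers were lower, with a median of 0.00535. In that fit 33 of the 36 matrix genes were lower (median -0.389), and 11 of the 11 hypertrophy genes (median -0.596). Ace had a log2 fold change of -0.78 (SE 0.34, adjusted p = 0.423) from edgeR's quasi-likelihood test. In all, 24 of the 40 lists tested passed with the preset correlation, 22 of them lower, and 15 passed in the fit without DKO-CO 2 and 3, which was chosen after the data were seen and leaves 1 DKO-CO heart, assumed to vary like the other groups. Of 13179 genes, edgeR called 0, with a smallest adjusted p of 0.423 and 1530 genes at an unadjusted p under 0.05, where chance alone gives 659. DESeq2 called 1, limma-voom 0, and the fit with no low-count filter 34. The count was 11 without DKO-CO 1, and 0 without any other single library and with the added term for the library sets. The difference between the captopril effects in DKO and WT was tested as an interaction, in which edgeR, DESeq2 and limma-voom called 0 genes. In edgeR 261 genes had an unadjusted p under 0.05, where chance alone gives 659. With fewer small p values than chance gives, the 0 calls do not show that the captopril effects are alike in DKO and WT. Among its 10 genes of smallest p, Scd1, a stearoyl-CoA desaturase, had a difference of -2.71 on the log2 scale and Pygl, the liver glycogen phosphorylase, one of -1.13, each with an adjusted p of 0.999.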

IPA analysis of these genes revealed 104 significantly enriched pathways with the majority of pathways displaying a decrease in overall activity (top 10 shown in Fig. 1B,C, the complete list in Suppl. Table S1).

The first important observation was that the top pathways with a decrease in activity could be subdivided in two groups. The first group consisted of pathways associated with Rho signalling, such as regulation of actin-based motility by Rho, Cdc42 signalling, RhoA signalling, signalling by Rho Family GTPases, Integrin signalling, and ILK signalling pathways.

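Genes of Rho signalling and integrin adhesion were lower in DKO-AI than in DKO-CO hearts as groups. Of 40 genes in the list Rho GTPases, ROCK, cofilin and Arp2/3, 31 were lower and 9 higher, with 0 called and 0 passing when adjusted over the list alone. Their median log2 fold change was -0.27 (camera adjusted p = 0.00230, adjusted p = 0.338 with an estimated correlation). Rhog, a Rac-like GTPase, was at 20.1 ± 4.83 CPM (SD, n = 3) in DKO-CO and 11.1 ± 1.35 (SD, n = 3) in DKO-AI, and Myl12a, a regulatory light chain of nonmuscle myosin, at 433 ± 24.0 and 319 ± 9.74 CPM. Rhoa had a log2 fold change of -0.43 (SE 0.22, adjusted p = 0.423) and Rhob one of -0.55 (SE 0.25, adjusted p = 0.423) from edgeR's quasi-likelihood test. Of 23 genes of the ILK complex and integrin adhesion, 21 were lower, again with 0 called and 0 passing when adjusted over the list alone (median -0.34, camera adjusted p = 0.000632, adjusted p = 0.338 with an estimated correlation). Zyx, which encodes zyxin of focal adhesions, was at 73.2 ± 22.1 and 43.9 ± 1.94 CPM. With the term for the library sets, the ILK complex and integrin adhesion list had a camera adjusted p of 0.177. The list Rho GTPases, ROCK, cofilin and Arp2/3 had one of 0.0144 with that term (adjusted p = 0.457 with an estimated correlation). Without DKO-CO 2 and 3, which leaves 1 DKO-CO heart, the median of the Rho list was -0.09, with 26 of 40 lower. The ILK complex and integrin adhesion list had a median of -0.160 in that fit, with 18 of 23 lower.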

The second group included pathways associated with adaptive and innate immune system response and inflammation, including acute phase response signalling, PKCθ signalling in T-lymphocytes, dendritic cell maturation, production of nitric oxide and reactive oxygen species in macrophages, complement system, and leukocyte extravasation signalling.

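Major histocompatibility class II genes, which present antigens, belong to the list antigen presentation and dendritic cell maturation. Of its 15 genes, 13 were lower in DKO-AI, 0 were called and 7 passed when adjusted over the list alone. H2-Eb1 was at 43.4 ± 32.2 CPM (SD, n = 3) in DKO-CO and 14.8 ± 2.48 (SD, n = 3) in DKO-AI, and Cd74, the invariant chain that binds class II proteins, at 116 ± 72.4 and 41.3 ± 12.4 CPM. The list had a median log2 fold change of -0.88 (camera adjusted p = 0.000156, adjusted p = 0.338 with an estimated correlation). Of 17 complement components, 14 were lower, with 0 called and 0 passing when adjusted over the list alone. The median was -0.51 (camera adjusted p = 0.000632, adjusted p = 0.338 with an estimated correlation), and C4b, a complement component, was at 34.3 ± 8.01 and 22.1 ± 5.15 CPM. Of 12 endothelial markers, 10 were lower (median -0.42, camera adjusted p = 0.00178, adjusted p = 0.338 with an estimated correlation), with Cdh5, the cadherin of endothelial junctions, at 240.0 ± 56.97 and 132 ± 14.7 CPM. The 4 lymphocyte markers were all lower (median -0.72, camera adjusted p = 0.0369, adjusted p = 0.338 with an estimated correlation). The lymphocyte markers lost this call with the added term for the library sets (camera adjusted p = 0.192) and without DKO-CO 1, DKO-CO 3, DKO-AI 2 or DKO-AI 3 (0.0803, 0.0508, 0.116 and 0.0536). With the term for the library sets, the camera adjusted p was 0.0285 for complement components, 0.000930 for antigen presentation and dendritic cell maturation and 0.0377 for endothelial markers. With an estimated correlation these were 0.539, 0.457 and 0.457. DKO-CO 2 and 3 hold hepatocyte transcripts and are also the DKO-CO libraries with a GC slope above 0, so that their removal does not separate the 2. The fit without them has DKO-CO 1 as its only DKO-CO heart, assumed to vary like the other groups. The medians left in it were -0.16 for complement components and -0.13 for antigen presentation and dendritic cell maturation. For the endothelial and the lymphocyte markers, the medians left were -0.160 and -0.298.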

The second important observation was that ACE-I in DKO mice resulted in enrichment of pathways not enriched in untreated DKO hearts and in further modification of pathways characteristic for untreated DKO hearts. The top ACE-I newly induced pathways were associated with Rho-signalling, adaptive and innate immune system (Suppl. Fig. S5).

In addition to these pathways, ACE-I changed the activity of acute phase response signalling, LXR-RXR activation, production of nitric oxide and reactive oxygen species in macrophages, and dendritic cell maturation pathway, from increased in DKO-CO to decreased in DKO-AI after ACE-I. Consistent with this, we confirmed by qRT-PCR the downregulation of IL-1, serpin and Fgg, genes that were upregulated in DKO relative to WT (see Suppl. Tables S4 and S2).

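Of 11 LXR target genes, 10 were lower in DKO-AI than in DKO-CO, with 0 called and 4 lower when adjusted over the list alone. These genes had a median log2 fold change of -0.68 (camera adjusted p = 2.79e-05, adjusted p = 0.248 with an estimated correlation). Abcg1 had a level of 8.25 ± 3.19 CPM (SD, n = 3) in DKO-AI, a log2 fold change of -1.23 (SE 0.36), and Scd2 was at 48.5 ± 11.5 CPM, a log2 fold change of -0.82 (SE 0.21). Apoe, an apolipoprotein that macrophages secrete, was at 519.7 ± 48.9 CPM in DKO-CO and 292 ± 76.8 in DKO-AI. The treated hearts lay below the DKO-CO hearts in each of these genes, and none passed edgeR's quasi-likelihood test. Macrophage markers were lower in 13 of 16, with 1 passing when adjusted over the list alone (median -0.61, camera adjusted p = 0.000179, adjusted p = 0.296 with an estimated correlation). Emr1, which encodes the antigen F4/80, was at 16.1 ± 5.40 and 8.43 ± 0.440 CPM. With the term for the library sets, which separate 2 of the DKO-CO hearts from the DKO-AI hearts, the camera adjusted p of the LXR target genes was 1.64e-10 (adjusted p = 0.123 with an estimated correlation). That of the macrophage markers was 1.63e-05 with this term (adjusted p = 0.265 with an estimated correlation). Without DKO-CO 2 and 3, which leaves 1 DKO-CO heart, the macrophage markers had a median of -0.144, with 11 of 16 lower. The LXR target genes had a median of -0.527 in that fit, with 11 of 11 lower.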

In DKO, ACE-I affected ILK signalling, Rho signalling, and cardiac hypertrophy signalling (Figs 2B, 3B, Suppl. Fig. S1B). Importantly, whereas ACE-I resulted in a 2 to 3-fold downregulation in WT of myosin light chain subunits *Myl1*, *Myl4*, and *Myl7*, only a modest or no downregulation was observed in DKO upon ACE-I (Suppl. Tables S3 and S4 for qRT-PCR results). 

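In DKO-AI hearts Myl4 was at 373 ± 156 CPM (SD, n = 3) and Myl7 at 297 ± 103, against 458 ± 319.6 and 363 ± 259 in DKO-CO (SD, n = 3). These are log2 fold changes of -0.30 (SE 0.81, adjusted p = 0.846) and -0.29 (SE 0.82, adjusted p = 0.850) from edgeR's quasi-likelihood test. Myl1 was at 42.7 ± 18.1 CPM in DKO-AI and 49.1 ± 32.0 in DKO-CO, a log2 fold change of -0.19 (SE 0.50, adjusted p = 0.834). The difference between the captopril effects in DKO and WT was 0.90 for Myl1 (SE 0.71), 2.11 for Myl4 (SE 1.16) and 2.06 for Myl7 (SE 1.17), each with an adjusted p of 0.999 for the interaction. As a group the atrial cardiomyocyte markers were higher in this difference, 12 of 13, with a median of 1.38 (camera adjusted p = 4.45e-07, adjusted p = 0.214 with an estimated correlation). The paper names 5 of them on these samples, and the 8 others had a median of 0.52 (camera adjusted p = 0.00984, adjusted p = 0.313 with an estimated correlation). Markers of other tissues were also higher in this difference, the epicardial and mesothelial markers in 8 of 8 (median 1.03, camera adjusted p = 9.11e-07, adjusted p = 0.214 with an estimated correlation) and the erythroid genes in 7 of 7 (median 1.71, camera adjusted p = 1.24e-05, adjusted p = 0.321 with an estimated correlation).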

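Rictor, a subunit of mTOR complex 2 on chromosome 15:6708379–6800401, was at 8.94 ± 4.05 CPM (SD, n = 3) in DKO-CO and 19.3 ± 1.25 (SD, n = 3) in DKO-AI hearts, with all 3 treated hearts above the controls. Its log2 fold change was 1.12 (SE 0.46) and did not pass edgeR's quasi-likelihood test. The actin genes were lower, Actb, beta actin, at 347 ± 107 and 199 ± 27.3 CPM and Actg1, gamma actin, at 41.0 ± 13.9 and 26.0 ± 4.00 CPM, with log2 fold changes of -0.80 (SE 0.26) and -0.66 (SE 0.29). Transcripts of Rictor have a GC content of 42.5%, against a median of 50.2% over tested genes, and with the term for the library sets its log2 fold change was 0.40 and that of Actb -0.42.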

In the ILK signalling pathway, ACE-I resulted in upregulation of *Rictor* and downregulation of F-actin (Fig. 2B and Suppl. Table S4 for qRT-PCR results).

ACE-I treatment impacted the LXR-RXR (Suppl. Fig. S2B) and atherosclerosis (Fig. 4B) signalling pathways. 

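Apob was detected in 2 of the 3 DKO-CO hearts, with 59 counts in DKO-CO 2 and 10 in DKO-CO 3, and in none of the DKO-AI hearts, so that DKO-AI was at least 22.7-fold lower against a floor of 3 counts over the group. Fgg, with 35 and 13 counts in the same 2 hearts, was at least 15.8-fold lower, and both genes were too low to be tested by edgeR after its filter. Pla2g7, which encodes the phospholipase A2 carried by lipoproteins, on chromosome 17:43568098–43612201, was at 9.18 ± 1.50 CPM (SD, n = 3) in WT-CO, 12.5 ± 6.49 in DKO-CO and 6.19 ± 0.673 in DKO-AI. Its log2 fold changes were 0.45 (SE 0.30, adjusted p = 0.470) for DKO-CO against WT-CO and -1.02 (SE 0.30) for DKO-AI against DKO-CO, and neither passed edgeR's quasi-likelihood test. Pla2g1b, a phospholipase A2 of the pancreas, had 0 counts in all 12 libraries, so that it was not detectable at this depth.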

Since several of the genes associated with these pathways were upregulated in the DKO heart compared to the WT heart (as confirmed by qRT-PCR for *ApoB* ( = Ldl), *IL-1*, *Fgg*, *Pla2g1b*, *Pla2g7*), the apparent effect of ACE-I in DKO is the partial reversal of gene expression changes typical for the DKO model.

In the acute phase response (Fig. 5B) pathway, ACE-I treatment resulted in a change of gene expression from upregulation in DKO-CO (versus WT-CO) to downregulation in DKO-AI (versus DKO-CO).

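Haptoglobin (Hp) had a level of 4.11 ± 0.797 CPM (SD, n = 3) in DKO-AI hearts, below all 3 DKO-CO hearts, a log2 fold change of -1.88 (SE 0.45) that did not pass edgeR's quasi-likelihood test. Serpine1 was at 30.3 ± 3.64 CPM, a log2 fold change of -0.96 (SE 0.24), and Apoa2 at 0.443 ± 0.0333 CPM. Of the 10 acute phase molecules of Supplementary Table S1, 9 were lower, with 0 called and 5 lower when adjusted over the list alone. The median was -0.90 (camera adjusted p = 0.000179, adjusted p = 0.248 with an estimated correlation). This list was chosen by the study on these samples and is not independent evidence. The 5 tested hepatocyte genes were also lower, and all 5 passed when adjusted over the list alone (median -2.23, camera adjusted p = 2.79e-05, adjusted p = 0.296 with an estimated correlation), among them Ttr, transthyretin, at 7.01 ± 8.97 and 0.218 ± 0.109 CPM. Both lists lost their calls without DKO-CO 2 and 3, the 2 hearts with hepatocyte transcripts, where the hepatocyte genes had a camera adjusted p of 0.0888. DKO-CO 1 is the only DKO-CO heart of that fit, assumed to vary like the other groups, and the lists were still lower in it, with a median of -0.219 for the hepatocyte genes and -0.345 for the acute phase molecules. Hp and Apoa2 passed without DKO-CO 1 and with no low-count filter. Without DKO-CO 1, only the 2 hearts with hepatocyte transcripts are left in DKO-CO.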

Differentially regulated TFs were shown in relation to all pathways affected by ACE-I in DKO (Suppl. Fig. S5). Transcription factors *Rela, Egr1, Socs, Nr3c1, Mef2a, Nfat5, Creb1, Atf2*, and *Thrb w*ere predicted to be involved in most of the pathways affected by ACE-I in DKO (Suppl. Fig. 5). 

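Nr3c1, the glucocorticoid receptor gene on chromosome 18:39410545–39519421, was at 43.8 ± 18.1 CPM (SD, n = 3) in DKO-CO and 77.6 ± 3.22 (SD, n = 3) in DKO-AI hearts, a log2 fold change of 0.83 (SE 0.48). Mef2a, a transcription factor of muscle genes, was at 129.9 ± 43.5 and 211 ± 18.8 CPM, and Nfat5, which responds to osmotic stress, at 31.0 ± 9.08 and 55.3 ± 7.03 CPM. Creb1 and Atf2, which bind cAMP response elements, had log2 fold changes of 0.97 and 0.78, and Thrb, a thyroid hormone receptor, one of 0.87. Rela, a subunit of NF-κB, had a log2 fold change of -0.62 and Egr1 one of -0.92 (SE 0.51, adjusted p = 0.427). Of the Socs genes, inhibitors of cytokine signalling, Socs3 was at 3.73 ± 2.22 and 3.801 ± 1.58 CPM. None passed edgeR's quasi-likelihood test. Together with Rictor, Nr3c1, Mef2a, Nfat5, Creb1, Atf2 and Thrb have transcripts with a GC content of 39.6% to 44.1%, and the median log2 fold change of these 7 regulators was 0.84, and 0.20 with the term for the library sets.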

The gene *Myl9* was also included in this network representation. 

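Myl9, a regulatory light chain of smooth muscle myosin on chromosome 2:156775420–156781658, was at 87.3 ± 32.5 CPM (SD, n = 3) in DKO-CO and 48.5 ± 13.7 (SD, n = 3) in DKO-AI hearts, a log2 fold change of -0.85 (SE 0.40) that did not pass edgeR's quasi-likelihood test. Smooth muscle and pericyte markers, which include Myl9, were lower in 9 of 11 with 0 called (median -0.57, camera adjusted p = 0.00158, adjusted p = 0.338 with an estimated correlation). With the term for the library sets, the log2 fold change of Myl9 was -0.36 and the smooth muscle and pericyte markers had a camera adjusted p of 0.143. Without DKO-CO 2 and 3, which leaves 1 DKO-CO heart, the median of these markers was -0.0396, with 8 of 11 lower.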

In the network, *Myl9* is involved in many of the affected pathways including signalling by Rho family GTPases. Additional *i-cis* Target analysis confirmed binding site enrichment of these transcription factors in the set of up- and downregulated genes (Fig. 7).

## Discussion

In our study, we characterized the differences in cardiac transcriptome between a murine model of MetS and healthy controls and determined the impact of ACE-I treatment on control and MetS hearts. Whole heart was used to capture the cellular complexity and intercellular interactions in metabolic cardiomyopathy and treatment. We identify pathways and gene networks not previously associated with MetS heart, or with ACE-I effects on healthy and MetS hearts, while also providing a detailed description of gene activity patterns and networks for pathways that had been implicated before. A schematic overview of our findings is shown in Fig. 8.

**Figure 8:**
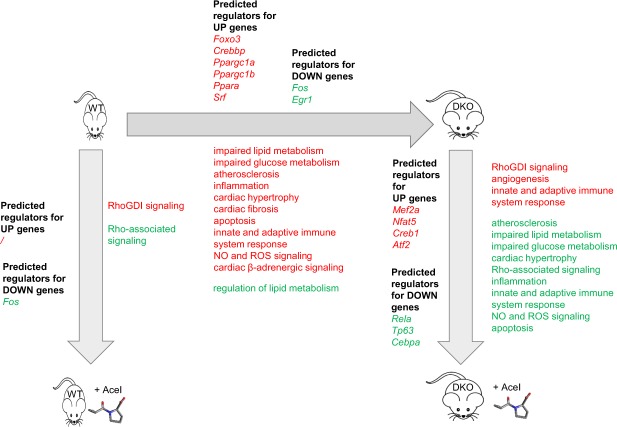
Schematic representation of main effects on pathways in the metabolic syndrome hearts (DKO) versus WT hearts and for both mouse models the effect of ACE-I. Red = upregulated pathway, green = downregulated pathway.

Thus far, the transcriptional landscape of MetS hearts has remained largely unknown. A few studies - using the Zucker Diabetic Fatty (ZDF) rat model - have reported differential expression of a few genes associated with impaired lipid and glucose metabolism, atherosclerosis, ROS signalling, and apoptosis^21^. Our results reveal that the MetS cardiac transcriptome is significantly different from controls for 288 genes and 72 pathways. Several of these pathways have previously been implicated directly or indirectly in MetS cardiomyopathy, while a number of the most significantly affected pathways are novel but can be linked to the morphological and functional phenotypes seen in our MetS model.

Several of the novel pathways identified here, converge on Rho signaling. Rho signaling and its downstream effector, Rho-kinase (ROCK) have been causally implicated in angiotensin-induced cardiac remodelling and hypertension^22^. Furthermore, myosin phosphatase target subunit 1 (MYPT1) has an important role in ROCK-regulated vascular smooth muscle cell (VSMC), and non-muscle cell contraction^23,24^. Specifically, phosphorylation by ROCK inactivates MLC phosphatase and allows interaction of MLC/MYL with actin^25^. We propose that the changes in Rho signalling contribute to altered contractility and other cardiac changes in MetS hearts.

We also identify innate and adaptive immune system signalling pathways. Our findings contribute to recent studies that link the innate and adaptive immune system to cardiovascular dysfunction in obesity^26,27^. Insulin resistance was reported to be associated with infiltration of macrophages into cardiovascular tissues, followed by enhanced M1 pro-inflammatory response and suppression of M2 anti-inflammatory responses thus promoting cardiac hypertrophy, inflammation, and fibrosis^28^. The phenotypic switch of macrophages in obesity is associated with cytokine production^29^. Induction of pro-inflammatory cytokines IL-1 and IL-6 by angiotensin II has been suggested to cause cardiac hypertrophy^30^. In our study, we found IL-1, but not IL-6 to be significantly upregulated in DKO versus WT. 

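Il33, a member of the IL-1 family on chromosome 19:29925114–29960718, was at 5.13 ± 2.03 CPM (SD, n = 3) in WT-CO and 12.3 ± 2.37 (SD, n = 3) in DKO-CO hearts, with every DKO-CO heart above the WT-CO hearts. Its log2 fold change was 1.28 (SE 0.29, adjusted p = 0.0647) from edgeR's quasi-likelihood test and did not pass. Il33 passed without WT-CO 1, with DESeq2, with no low-count filter, with the GC and length offset and with the added term for the library sets. Il1b, which encodes IL-1β, was at 1.01 ± 0.446 and 0.294 ± 0.146 CPM, a log2 fold change of -1.68 (SE 0.59, adjusted p = 0.156). Il1a had 1 count in the 3 WT-CO hearts together and 0 in DKO-CO, and Il6 had 0 and 1, so that no difference was detectable for either gene at this depth. Il1rn, the receptor antagonist of IL-1, was at 0.191 ± 0.0639 and 0.502 ± 0.355 CPM and was tested only with no low-count filter (log2 fold change 1.42, adjusted p = 0.487).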

Treatment with ACE-I resulted in a significant reduction of IL-1 expression and could thus be a contributing factor to the improved cardiac performance observed following ACE-I treatment.

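After captopril, Il33 was at 16.6 ± 1.89 CPM (SD, n = 3) and Il1b at 0.653 ± 0.327 CPM in DKO hearts. Their log2 fold changes for DKO-AI against DKO-CO were 0.43 (SE 0.27, adjusted p = 0.441) and 1.05 (SE 0.61, adjusted p = 0.428) from edgeR's quasi-likelihood test. Il1a had 5 counts in the 3 DKO-AI hearts together, and Il1rn was at 0.519 ± 0.453 CPM. None of these genes of the IL-1 family was called in this comparison by edgeR, DESeq2 or limma-voom.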

We also found changes in pathways related to LXR-RXR signalling, atherosclerosis, and acute phase response that have been implicated before in cardiac pathophysiology^31–35^. Our results implicate these pathways in development and progression of MetS associated cardiomyopathy.

In addition to the pathway analyses, we studied transcription factors associated with the observed transcriptional changes. 

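Srebf1, the gene of the lipogenic transcription factors SREBP-1a and SREBP-1c, on chromosome 11:60199089–60222581, was at 33.6 ± 13.6 CPM (SD, n = 3) in WT-CO and 65.6 ± 2.31 (SD, n = 3) in DKO-CO hearts, a 1.95-fold difference. This is a log2 fold change of 0.96 (SE 0.31, adjusted p = 0.135) from edgeR's quasi-likelihood test, which did not pass. The counts do not separate its isoforms. Scd1, a desaturase under its control, was at 29.1 ± 7.45 and 118 ± 44.1 CPM, a log2 fold change of 2.03 (SE 0.46, adjusted p = 0.0647). Of 18 genes of fatty acid synthesis (SREBP1c targets), 15 were higher, 1 was called and 5 passed when adjusted over the list alone (median 0.42, camera adjusted p = 0.000193, adjusted p = 0.138 with an estimated correlation). Genes of cholesterol synthesis and uptake (SREBP2 targets) were lower, 17 of 21, with 0 called and 1 lower when adjusted over the list alone (median -0.39, camera adjusted p = 0.00545, adjusted p = 0.137 with an estimated correlation). Pmvk, a kinase of the mevalonate pathway, was at 12.3 ± 2.76 and 6.09 ± 0.196 CPM. Srebf1 passed with the GC and length offset and with the added term for the library sets, and its fold was 2.25 without WT-CO 2, 2.02 without WT-CO 3 and 2.07 with limma-voom.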

We found a threefold upregulation of *Srebp1c* between DKO and WT that, however, did not reach statistical significance (FDR corrected p-value of 0.054). 

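Foxo3, a forkhead transcription factor gene on chromosome 10:42181841–42276755, was at 50.0 ± 9.76 CPM (SD, n = 3) in WT-CO and 97.9 ± 16.6 (SD, n = 3) in DKO-CO hearts, a log2 fold change of 0.97 (SE 0.23, adjusted p = 0.0665) from edgeR's quasi-likelihood test. All 3 DKO-CO hearts lay above the WT-CO hearts, and the gene did not pass, but passed with DESeq2, with no low-count filter and with the added term for the library sets. Foxo1 was at 23.2 ± 3.23 and 22.4 ± 2.82 CPM (log2 fold change -0.05), Foxo4 at 39.2 ± 7.89 and 43.5 ± 9.60 CPM (log2 fold change 0.15) and Foxo6 at 4.16 ± 0.879 and 2.99 ± 0.932 CPM (log2 fold change -0.48), and none of them passed.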

We observed significant upregulation of *Foxo3*, but not *Foxo1*, *Foxo4* and *Foxo6*. We found *Pparα* as well as *Ppparγ Coactivator 1 Alpha and Beta (Pppargc1a* and *Pppargc1b*) to be upregulated in DKO versus WT, while *Ppparγ* was not. 

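Ppara, the nuclear receptor that drives fatty acid oxidation genes, on chromosome 15:85734983–85802819, was at 8.24 ± 5.65 CPM (SD, n = 3) in WT-CO and 35.4 ± 1.92 (SD, n = 3) in DKO-CO hearts, a log2 fold change of 2.08 (SE 0.42, adjusted p = 0.0535) from edgeR's quasi-likelihood test. The coactivator genes Ppargc1a and Ppargc1b, regulators of mitochondrial biogenesis, had log2 fold changes of 0.47 (SE 0.34, adjusted p = 0.507) and 1.10 (SE 0.33, adjusted p = 0.110). Pparg was at 11.8 ± 1.07 and 8.38 ± 0.465 CPM, a log2 fold change of -0.50 (SE 0.17, adjusted p = 0.148). None of the 4 was called. Of 17 PPAR target genes in heart, 14 were higher and 3 lower, with 0 called and 0 passing when adjusted over the list alone (median 0.22, camera adjusted p = 0.166), among them Cpt1a, which admits fatty acids to mitochondria, at 34.5 ± 4.48 and 59.0 ± 1.67 CPM. The 22 fatty acid oxidation enzymes had a median of -0.04 (camera adjusted p = 0.816). Ppara passed without WT-CO 3 or WT-AI 3, with DESeq2, limma-voom, no low-count filter and the GC and length offset, and Ppara and Ppargc1b passed with the added term for the library sets.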

SREBP1c and FOXO have been reported to play a role in transcriptional regulation of metabolism at high glucose levels, FOXO-1 in cardiac pathology in diabetes mellitus, PPARγ in lipid metabolism, and PPARs in cardiac dysfunction in diabetic cardiomypathy^36–38^. Our findings implicate these and related transcription factors in the MetS heart.

In addition to studying the cardiac transcriptional changes associated with MetS, we characterized the transcriptional impact of ACE-I treatment in control and in MetS hearts. ACE-I treatment is a therapy of choice for patients with MetS, that we showed before to also improve cardiac physiological and metabolic parameters in our mouse model^8,19^. The transcriptional changes induced by ACE-I treatment in WT hearts have never been documented, while the impact of ACE-I treatment in MetS hearts is poorly understood.

The effect of ACE-I on gene expression in WT hearts is limited. Nevertheless, the downregulated expression of myosin light chains *Myl1, Myl4*, and *Myl7* in response to ACE-I provides a molecular explanation for the improved cardiac contractility in the WT heart, previously reported by our group^8,19^. Indeed, overexpression of myosin light chain proteins has been shown to play an important role in hypertension, cardiac remodelling and hypertrophy^39–41^.

Contrary to the limited effect on gene expression in WT, ACE-I in MetS hearts resulted in a very prominent transcriptional response. The majority of significantly enriched pathways displayed an overall decrease in activity after ACE-I. Interestingly, the majority of these pathways had increased activity in DKO relative to WT. Therefore, we conclude that ACE-I treatment partially reverses the DKO signature resulting in the observed improvement in cardiac morphological and functional parameters. 

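Of the 55 genes called between DKO-CO and WT-CO, 23 had a fold change of the opposite sign in DKO-AI against DKO-CO, a share of 41.8% (95% exact binomial interval 28.7% to 55.9%). Serpine1, Loxl2 and Abcg1, which were higher in DKO-CO, were among them. The interval treats genes as independent replicates, which they are not, and so does not measure the spread between hearts. Fkbp5 was at 39.1 ± 6.87 CPM (SD, n = 3) and Hipk2 at 115 ± 30.4 CPM in DKO-AI, with log2 fold changes against DKO-CO of -0.25 (SE 0.21, adjusted p = 0.512) and 0.39 (SE 0.41, adjusted p = 0.597) from edgeR's quasi-likelihood test, neither of which passed. Zbtb16 was at 84.2 ± 17.9 CPM, above all 3 DKO-CO hearts. Because DKO-CO enters both comparisons with opposite signs, opposite signs are common with no captopril effect, and in 50 simulated data sets with none the share was 72.2% on average, from 69.4% to 75.7%. The simulated sets called 832 genes on average, against 55 here, and hold no library sets, so that they do not show whether the real share is lower or higher than with no effect. Within the 7 libraries with a GC slope below 0, chosen after the data were seen, the share was 78.5% of 748 called genes, but there DKO-CO 1 alone enters both comparisons, so that its own deviation can give opposite signs. The share was 0 without WT-CO 2, DKO-CO 2, DKO-CO 3 or DKO-AI 1, where 1 gene was called, and 85.7% without DKO-CO 1, 66.7% without DKO-AI 2 and 58.3% without DKO-AI 3. From the opposite directions of the pathways in the 2 comparisons, the paper concludes that captopril partially reverses the DKO signature. It also reports by qRT-PCR that IL-1, serpin and Fgg, which were higher in DKO than in WT, were lower after captopril.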

The molecular changes include the previously discussed Rho-signalling, and adaptive and innate immune system pathways as well as the *Myl* genes. ACE-I also counteracted changes known to be characteristic for MetS. In particular, downregulation of *Ldl (ApoB)* and *IL-1* was observed, affecting the LXR-RXR and atherosclerosis signalling pathways. We also found upregulation of *rictor*, a gene encoding a subunit of the mTORC2 complex and active in the ILK signaling pathway. This is of particular interest since mTORC2 has previously been implicated in cardioprotective mechanisms^42–44^.

At the transcription factor level, *Fos* is the key TF regulating the pathways modified by ACE-I in the WT heart. In the MetS heart, the massive transcriptional changes were coordinated by several other TFs: *Rela, Egr1, Socs, Nr3c1, Mef2a, Nfat5, Creb1, Atf2, and Thrb*. In MetS hearts, ACE-I did not decrease *Fos* expression contrary to what we observed in WT cardiac transcriptome. It seems likely that the prominent transcriptional changes associated with metabolic syndrome heart as compared to the wildtype heart on the one hand, and the changes induced upon captopril treatment on the other hand, will also involve alterations at the epigenetic level. 

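In DKO hearts Fos was at 6.10 ± 4.47 CPM (SD, n = 3) after captopril, a log2 fold change of -0.25 (SE 0.63, adjusted p = 0.831) against DKO-CO from edgeR's quasi-likelihood test. The captopril effect on Fos in DKO less that in WT was 1.18 (SE 0.87, adjusted p = 0.999 for the interaction), so that a difference between the genotypes was not detected. Of the 27 immediate-early genes, 26 were lower in DKO-AI, with 0 called. The median was -0.46 (camera adjusted p = 0.000421, adjusted p = 0.398 with an estimated correlation), and Cyr61, a matricellular protein induced with Fos, was at 55.2 ± 12.7 and 27.8 ± 3.58 CPM.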

Recent studies have highlighted the importance of epigenetic regulation in heart disease (see e.g.^45,46^). The presence in the networks of histone deacetylases (*HDAC4*, *HDAC9* in Figs 6 and S5, respectively) suggests that this will also play a role in the MetS heart model molecularly characterized in the current manuscript.

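Hdac4, a histone deacetylase that binds MEF2 factors, on chromosome 1:91928779–92195699, was at 18.0 ± 3.47 CPM (SD, n = 3) in WT-CO, 19.9 ± 0.550 in DKO-CO and 25.0 ± 5.77 in DKO-AI hearts. Hdac9, of the same class, was at 9.07 ± 3.83, 11.0 ± 5.16 and 18.0 ± 0.463 CPM. Between DKO-CO and WT-CO the log2 fold changes were 0.14 (SE 0.21, adjusted p = 0.785) and 0.27 (SE 0.40, adjusted p = 0.793) from edgeR's quasi-likelihood test. Between DKO-AI and DKO-CO they were 0.33 (SE 0.21, adjusted p = 0.435) and 0.72 (SE 0.40, adjusted p = 0.426), and none passed. With the term for the library sets, the latter were 0.28 and 0.19.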

In summary, our study provides novel insights into the cardiomyopathy associated with metabolic syndrome and the effects of ACE-I treatment. First, our study characterized the transcriptional landscape in the heart of a murine model of metabolic syndrome relative to a healthy, control heart. Second, we characterized the transcriptional changes induced by ACE-I in the control and in the MetS hearts where it activates cardioprotective mechanisms. The observed changes correspond to our previous observations at the phenotype level and they provide a mechanistic explanation for those results. In conclusion, our results identify different deleterious and protective pathways not previously implicated in the cardiomyopathy of metabolic syndrome and thereby define possible novel avenues for studies in patients with MetS.

## Materials and Methods

### Experimental animal models

The study was conducted on a double knockout murine model of MetS (DKO; LDLR−/− and ob/ob)^47^. C57BL/6 (WT) mice were used as control. DKO mice were backcrossed for at least 10 generations into the C57BL/6J background, resulting in mice having a 98.4% C57BL/6J background. Homozygous DKO (LDLR−/−; ob/ob) mice were generated using classical intercrossing strategies, for which heterozygous ob/+ and C57BL/6 (WT) mice were purchased from Harlan Laboratory. The mice were genotyped by PCR for *LDLR* and *ob* genotype as described before^7^.

The effect of 12-week ACE-I treatment on gene expression in the heart was investigated. In the ACE-I treated groups (DKO-AI and WT-AI) mice were injected with ACE-inhibitor captopril (10 mg/kg/day IP) between 12 and 24 weeks of age. In the control groups (DKO-CO and WT-CO), animals received an equal volume of physiological saline NaCl 0.9%. Hearts were collected at the age of 24 weeks.

### RNA Extraction

Three hearts per group were snap-frozen in liquid nitrogen. Total RNA was extracted using the TRIzol reagent protocol (Invitrogen), purified on an RNeasy spin column (Qiagen), and DNase treated. RNA concentrations were determined using Quant-iT™ RiboGreen® RNA assay kit and RNA purity was assessed on a Nanodrop™ 1000 Spectrophotometer (ThermoFisher Scientific) and RNA integrity using a BioAnalyser 2100 (Agilent Technologies, CA, USA). RIN values were between 9.1 and 10.

### RNA Sequencing

The Genomics Core of UZLeuven-KU Leuven performed gene expression profiling. For all samples 1 µg (50 µl at 20 ng/µl) of total RNA was used as input for the Illumina TruSeq RNA sample prep kit v2 – set A (Illumina, San Diego, USA). Final libraries were quantified using the Qubit High Sensitivity assay (Life Technologies, Carlsbad, USA). Sequencing was done on an Illumina HiSeq. 2000 using the 50 bp single read recipe.

### RNA-Seq Data Analysis

Alignment of sequenced fragments was performed with Tophat^48^ using the *Mus musculus* GRCm38 genome build 10 annotation (Ensembl 75). The read-count per gene was computed with htseq-count and cuffquant, and the differential expression was analyzed with Cufflinks^48^. Cufflinks was used for all further downstream analyses. Genes were considered significantly differentially regulated when fold change was at least 1.5-fold up/down (|log_2_ ratio| > 0.585) between conditions and q-value ≤ 0.05. A Venn diagram of differential gene sets was created with Intervene^49^.

### qRT-PCR and RT-PCR

cDNA was generated using the SensiFAST™ cDNA synthesis kit (Bioline, Meridian Life Science Inc. TN, USA) as per the manufacturer’s protocol.

#### qRT-PCR

Gene expression levels of 20 genes (see Suppl. Table S3 for primer sequences) were determined with beta actin as reference gene. Primers were designed to be exon-exon spanning using Primer-BLAST on NCBI and synthesized by Integrated DNA technologies (Leuven, Belgium). The reaction mixes consisted of 2 μl cDNA, 1 μl primer mix containing forward and reverse primers, 10 μl H_2_O and 10 μl SensiFAST™ SYBR Hi-Rox mix (Bioline, Meridian Life Science Inc. TN, USA). qRT-PCR reactions were run on the Applied Biosystems Step One Plus Real-time PCR system. Transcript levels were normalized using *beta-actin* and mean values statistically compared using T-tests.

#### RT-PCR

Expression of a selection of transcription factors in the heart was validated using RT-PCR and specific primers (see Suppl. Table S6 for primer sequences). Amplification was done using MangoTaq polymerase (Bioline, Meridian Life Science Inc. TN, USA) with PCR cycle parameters: 94 °C 5 min (1x); 94 °C 30 sec, 50 °C 30 sec, 72°C 30 sec (35x); 72°C 7 min (1x) on an Eppendorf Mastercycler ep gradient S. The presence and size of products were verified on a 1% agarose gel and imaged on a VWR^®^ Smart 3 Gel Doc System (VWR International, Leuven, Belgium).

### Pathway and Regulatory Network Analysis

Functional enrichment, pathway, and network analyses were performed using Ingenuity Pathway Analysis (IPA) version 28820210, build 400896 M (Ingenuity Systems Inc., Redwood City, CA). Only molecules from the data set present in the Ingenuity Knowledge Base repository were retained for analysis. Sets of significant differential genes were analyzed by core analysis, resulting in an enrichment analysis of canonical pathways. Enrichment of canonical pathways was scored by Fisher’s exact test. Only pathways of which three or more genes were involved were considered further. For visualization purposes, only parts of canonical pathways where differential gene expression was observed were visualized. Genes found to be involved in canonical pathways were further used to visualize the functional relationship between transcription factors and their effects on pathways through downstream targets. For clarity, large network maps were manually trimmed retaining the nodes with the most connections.

In order to identify upstream regulators based on the observed gene expression changes in our experimental dataset, the IPA Upstream Regulator Analysis was used. To identify candidate regulatory transcription factors involved in regulation of differentially expressed genes, we used the *i-cis* Target^50^ web-based tool that employs large motif collection, does not require an explicit choice of the background regions, relies on scoring based on homotypic clustering of binding sites^51^, uses cross-species information and considers large (10Kb) regulatory space around transcription start sites (TSS) that all together yield high confidence predictions. Lists of up-regulated and of down-regulated genes were used as input. Only TF motifs with Normalized Enrichment Score (NES) above or equal to 2.5 were considered.

### Ethical committee approval

The investigation conformed to the “Guide for the Care and Use of Laboratory Animals” (National Institutes of Health, NIH publication no. 85-23, revised 1996, Bethesda, Md). The Institutional Animal Care Commission and Ethical Committee of the KU Leuven approved all experimental protocols.

## Electronic supplementary material

Supplementary Materials

Supplementary Table S1

## Data Availability

All RNAseq datasets have been uploaded to the NCBI Gene Expression Omnibus. The GEO accession numbers are: GSM3092582-GSM3092593 corresponding to experiment GSE112975 entitled “ACE-inhibition induces a cardioprotective transcriptional response in the metabolic syndrome heart”.

How the deposited data were processed for this re-analysis (not part of the article)

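Whole hearts of WT and DKO (LDLR−/−;ob/ob) mice, given captopril (AI) or saline (CO), were sequenced as 12 libraries, 3 per group, from mice killed at 24 weeks of age. According to the authors, 50 bp single reads from a HiSeq 2000 were aligned to GRCm38 with Tophat. The counts were made, as deposited, by counting the reads over each gene of the annotation with htseq-count, without scaling, and each file ends in 5 summary lines of that tool. Reads counted as ambiguous came to 1.61% to 2.28% of a library and reads aligned at several places to 21.9% to 25.4%. The sample labels and the article name different library kits and tools for the differential expression, and neither gives the strand setting.

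The gene counts of a library had a median of 11357847 in WT-CO, 12707433 in WT-AI, 12058658 in DKO-CO and 13501941 in DKO-AI. At this depth and number of hearts, the median SE of a log2 fold change was 0.265 for DKO-CO against WT-CO and 0.375 for the interaction. Raw counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group as its argument, which left 13179, and TMM factors scaled the libraries. One quasi-likelihood fit of all 12 libraries (glmQLFit and glmQLFTest) gave DKO-CO against WT-CO, WT-AI against WT-CO, DKO-AI against DKO-CO, DKO-AI against WT-AI, and the interaction of genotype and treatment. The p values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change above 0.585. The common dispersion was 0.0636. The labels give no replicate number, batch or litter, so that no block was fitted, and the numbers of the libraries are arbitrary names.

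Of 43 gene lists of 3 to 82 genes, the 40 with enough measured genes were tested with camera and fry of limma 3.58.1 and counted by direction. The p values were also adjusted over each list alone. Most genes named in the text were taken from a pool set by a fixed rule. Not every gene of the pool is named, Chi3l3 and Lrrc8e being left out, and Malat1 is named from outside it. The rule takes Ldlr, Lep and Ace first, and every gene that the article names. It adds the 10 called genes of largest change in each direction. Those had to pass a minimum level and have all hearts of one group above all of the other. Up to 4 genes of smallest p per list and the 10 genes of smallest p in the interaction complete the pool. Nodes of the pathway analysis were read through Supplementary Table S1, whose values had been seen. The share of opposite signs between the genotype and the treatment comparison was set against 50 simulated data sets with no treatment effect, since both share the DKO-CO hearts. The pipeline was tested on simulated data with 200 changed genes.

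The alternatives were RLE and upper-quartile factors, no low-count filter, at least 1 CPM in at least 3 libraries, DESeq2 1.42.0, limma-voom, removal of mitochondrial genes, an offset for GC content and length, a fit of the 6 libraries of a comparison, the false discovery rate alone, camera with an estimated correlation, and the removal of each library in turn. A term for the 2 sets of libraries, a term for atrial markers, the removal of DKO-CO 2 and 3, and fits within each set were chosen after the data were seen. GC content came from the transcripts of GENCODE M21 and length from the exons of each gene there. To this annotation 35719 gene symbols matched directly and 1750 through an older symbol, while 1457 did not match. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The alignment, the Cufflinks comparison and the pathway analysis could not be repeated from counts and were left out.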

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

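The tests of the GC content trend, liver RNA, the DKO genotype, the share of atrial tissue and the ACE-I effect in WT were chosen only after the result was seen, as were the fits with a term for the library sets or for atrial markers.

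Among the genes called between DKO-CO and WT-CO, 51 are not named by the paper. Fkbp5 (log2 fold change 1.61) is one of 3 called glucocorticoid receptor target genes, and the pseudogene Gm5559 (-5.07) had the smallest adjusted p. Between DKO-AI and WT-AI, a comparison whose genes the paper does not discuss, Kcnk1 was higher (3.84) and Gm5559 lower (-5.66). Of the hepatocyte genes, 13 that the paper does not name had at least 3 counts in DKO-CO 2 and a level above that of the 10 libraries other than DKO-CO 2 and 3. These results stand out because they lie outside the genes that the paper discusses.

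The difference between DKO-AI and DKO-CO follows the GC content of the transcripts. Over the tested genes it had a Spearman rho of 0.741 with the difference of WT-CO 1 from WT-CO 2 and 3, which are untreated hearts outside both groups, so that a GC content trend between libraries is a candidate explanation. In these counts, ACE-I treatment in DKO cannot be told apart from it for Rictor, Nr3c1, Mef2a, Nfat5, Creb1, Atf2 and Thrb. Their median log2 fold change was 0.836, and 0.196 with a term for the 2 sets of libraries, because all 3 DKO-AI libraries lie in 1 set. For Rictor the paper also refers to qRT-PCR results, which do not come from these libraries. A difference in RNA quality or preparation between the 2 sets was not tested, since no value for each library is given.

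Hepatocyte transcripts were found in DKO-CO 2 and 3. In DKO-CO 2, 23 of 24 hepatocyte genes had at least 3 counts and exceeded the 10 other libraries, with Alb at 189.1 CPM, so that RNA of liver tissue in these libraries may be the source. Of these genes, 5 passed the count filter over the 12 hearts, and the acute phase list of the study holds some of them. The values argue against the DKO genotype acting alike in every DKO heart, since 2 of the 6 DKO libraries had more than 3 counts of each of Alb, Apoa1, Apob, Fgb and Fgg, and DKO-CO 1 had 0 counts of Alb. An effect of the DKO genotype in some hearts without captopril cannot be told apart, because 2 of the 3 DKO-CO libraries had more than 3 counts of Alb.

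The atrial genes Myl4, Myl7, Nppa, Bmp10 and Dkk3, which the paper names on these samples, had a median log2 fold change of -2.41 in WT-AI against WT-CO, with 0 called, while that of 8 other atrial markers was -0.0981. The mean log2 CPM of the 8 was 5.248, 5.322 and 4.512 in WT-CO 1, 2 and 3. It was 4.107, 3.769 and 4.582 in WT-AI 1, 2 and 3. With group means removed, the mean of the 5 genes had a Pearson r of 0.947 with that of the 8 others over the 12 libraries (permutation p = 0.0025), so that the share of atrial tissue in the hearts sequenced may contribute. An effect of ACE-I treatment in WT cannot be told apart from it, because 3 hearts against 3 cannot give a p under 0.1, and the exact permutation p for the 8 other markers was 0.20. With a term for atrial markers, the median of the 5 genes was -0.67.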

How the results depend on the processing

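The term for the 2 sets of libraries, the term for atrial markers, the fits of 7 or 5 libraries and the removal of DKO-CO 2 and 3 were chosen after the data were seen. The 7 libraries hold 1 heart each of WT-CO and DKO-CO, the 5 libraries 1 of WT-AI, and the removal leaves 1 of DKO-CO, and these lone hearts are assumed to vary like the other groups. No paired analysis was possible because the labels give no replicate number, batch or litter that would pair the hearts.

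For DKO-CO against WT-CO, the 55 genes called by edgeR became 51 with RLE factors, 55 with upper-quartile factors, 53 with at least 1 CPM in 3 libraries, 42 with limma-voom, 50 without mitochondrial genes and 55 by the false discovery rate alone. The count was 254 with no low-count filter, 622 with DESeq2, 379 with the GC and length offset and 7 with only the 6 libraries compared. It was 1323 with the term for the library sets, 0 without DKO-CO 2 and 3, 1 with the term for atrial markers, 748 in the 7 libraries with a GC slope below 0 and 133 in the 5 above 0. Leaving out 1 library gave 1 to 73 genes. It gave 1 without WT-CO 2, DKO-CO 2, DKO-CO 3 or DKO-AI 1, 12 without DKO-AI 3, 15 without DKO-AI 2, 21 without DKO-CO 1, 27 without WT-AI 2 and 30 without WT-AI 1.

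For WT-AI against WT-CO, edgeR called 0 genes, with 1876 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. The GC and length offset called 1, the 7 libraries 24 and the 5 libraries 11. For DKO-AI against DKO-CO, edgeR and limma-voom called 0, with 1530 at an unadjusted p under 0.05. No low-count filter gave 34, DESeq2 gave 1, and leaving out 1 library gave 0 to 11, the highest without DKO-CO 1. For DKO-AI against WT-AI, 4 genes became 101 with no low-count filter, 181 with DESeq2, 51 with the GC and length offset, 276 with the term for the library sets, 1 with the term for atrial markers and 812 in the 7 libraries. Leaving out 1 library gave 1 to 10 genes. The count was 1 without DKO-CO 1, DKO-CO 2 or any DKO-AI library, 2 without DKO-CO 3 or any WT-AI library and 10 without WT-CO 1. The interaction gave 0 genes with edgeR (261 at an unadjusted p under 0.05, where chance alone gives 659), DESeq2, limma-voom and the other alternatives.

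The share of opposite signs, 41.8%, lay between 34.1% and 46.9% under the processing alternatives of all libraries and was 40.8% with the term for the library sets. It was 78.5% in the 7 libraries and 0.00% with the term for atrial markers. Leaving out 1 library gave 0.00% to 85.7%, the highest without DKO-CO 1. It was 66.7% without DKO-AI 2.

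With an estimated correlation and the 12 libraries in 1 fit without an added term, 0 lists passed in DKO-CO against WT-CO, WT-AI against WT-CO, DKO-AI against DKO-CO, DKO-AI against WT-AI and the interaction, against 13, 12, 24, 17 and 15 at the preset correlation. A list passed with it in 4 other fits, the acute phase response molecules of the paper (Supplementary Table S1) for DKO-CO against WT-CO with the term for the library sets (0.0330) and without DKO-CO 1, glucocorticoid receptor target genes for DKO-AI against WT-AI with the term for atrial markers, and fatty acid synthesis (SREBP1c targets) for the interaction without DKO-AI 2. The count for DKO-AI against DKO-CO was 15 without DKO-CO 2 and 3, and leaving out 1 library gave 21 to 27. Of 1009 results for single named genes that did not pass, 87 passed with DESeq2, 36 with the GC and length offset and 70 with no low-count filter. Where these counts moved, the cause was not tested, except that fewer libraries leave fewer degrees of freedom. No called gene named in the text turned its direction, but the balance of higher and lower calls turned in some counts. For DKO-CO against WT-CO, 38 genes higher and 17 lower became 16 and 26 without WT-CO 1, and 8 lists higher and 5 lower became 7 and 9 without WT-CO 1, 8 and 9 without DKO-CO 3 and 6 and 8 without DKO-CO 2 and 3. For DKO-AI against WT-AI, 6 lists higher and 11 lower became 10 and 9 without DKO-AI 3, and for the interaction 5 and 10 became 6 and 4 without DKO-CO 2 and 3.

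Some lists called at the preset correlation did turn, and the cause was not tested. In WT-AI against WT-CO, the immediate-early genes (camera adjusted p = 0.000696) and glucose uptake and glycolysis (0.926) turned higher in the 7 libraries. In DKO-AI against DKO-CO, the cytosolic ribosomal proteins turned higher without DKO-CO 2 and 3 (0.00175) and in the 7 libraries (0.000589), and the mitochondrially encoded proteins turned lower with the term for the library sets (0.422). In DKO-CO against WT-CO, the hepatocyte genes turned lower without DKO-CO 2 and 3 (0.899). In the interaction, the cytosolic ribosomal proteins turned without DKO-CO 1 (0.695), antigen presentation and dendritic cell maturation without DKO-CO 3 (0.878), without DKO-CO 2 and 3 (0.571) and with the term for atrial markers (0.848), and the hepatocyte genes without DKO-CO 2 and 3 (0.324). The atrial lists also turned there with the term for atrial markers, which is made from their own members, so that this says nothing on the treatment.

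In the other splits of the libraries, the real 55 genes of DKO-CO against WT-CO stand against at most 0, in 1 of 10 splits, and the real 4 of DKO-AI against WT-AI against at most 0, also in 1 of 10. For DKO-AI against DKO-CO the real value was 0 and the highest other 0, reached by 10 of 10 splits. For WT-AI against WT-CO it was 0 and the highest other 4768, with 10 of 10 splits as large. The split with 4768 genes sets WT-CO 1 with WT-AI 1 and 2 and follows the 2 library sets, a structure of the samples. With 10 splits the share is never under 0.1. For the interaction the real value was 0, and 100 of 100 regroupings gave as many, with 6478 as the highest.

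Depth limits the results for genes with few counts, such as Il6 and Il1a. In simulated data, 37.3% of genes changed 2-fold and 97.0% of those changed 8-fold were called for DKO-CO against WT-CO. The simulated data hold no library sets, so that these shares need not apply to the real libraries.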

Differences from the paper's values

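For DKO-CO against WT-CO the paper's count of differentially expressed genes is 288, at the same thresholds but with Cufflinks, and edgeR gave 55. Of the alternatives set before the data were examined, no low-count filter (254) and the GC and length offset (379) came within 1.5 times of the paper's count, and the others did not. For WT-AI against WT-CO the paper's count is 55 and edgeR gave 0, and none of these alternatives came near. The paper's count for DKO-AI against DKO-CO is 1143 and edgeR gave 0, with 1530 at an unadjusted p under 0.05, 1 by DESeq2 and 0 by limma-voom, and no alternative came near. For DKO-AI against WT-AI the paper's count is about 510 in Fig. 1A, read by eye, and edgeR gave 4, and no alternative set before the data were examined came near. The 7 libraries with a GC slope below 0 gave 812, and the term for the library sets gave 276, both chosen after seeing the values, and neither came within 1.5 times.

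The paper's fold for Srebf1 is 3, and the deposited counts gave 1.95. Among the alternatives set before the data were examined, limma-voom (2.07) and the fits without WT-CO 2 (2.25) or WT-CO 3 (2.02) were within 1.5 times, and the others were not. The paper's adjusted p for Srebf1 is 0.054 and edgeR's was 0.135, and every alternative set before the data were examined differed by more than 1.5 times, among them 0.0156 with the GC and length offset and 0.0916 with DESeq2.

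The paper states changes in DKO-CO hearts that edgeR did not call. Hspb1, Myh11, Adcy9, Abca1, Hp and Il33 passed with no low-count filter, DESeq2, the GC and length offset and the term for the library sets. Hspb1, Myh11, Abca1, Hp and Il33 also passed in the 5 libraries above 0, Hspb1, Abca1 and Il33 without WT-CO 1, Abca1 without WT-AI 3, Hp without DKO-CO 1, and Adcy9 and Abca1 in the 7 libraries below 0. Ppara passed with no low-count filter, DESeq2, limma-voom, the GC and length offset, without WT-CO 3 or WT-AI 3, with the term and in the 7 and the 5 libraries. Fos and Egr1 passed with no low-count filter, DESeq2, the term and in the 5 libraries, and Fos also with only the 6 libraries compared. Foxo3 passed with no low-count filter, DESeq2 and the term, and Crebbp and Prkar2a with DESeq2, the term and in the 7 libraries. Fn1 passed with the term, Fnbp1 in the 7 libraries, and Glg1 and Ppargc1b with both. Apoa2 passed with no low-count filter, the term and in the 5 libraries, Srebf1 with the GC and length offset, the term and in the 7 libraries, and Alb, Apoa1, Apob, Fgb, Fgg, Serpina1b and Serpina1d with no low-count filter. Ppargc1a (log2 fold change 0.47), Rhoa (-0.16), Rhob (0.11) and Serpina3n (0.96) passed in none. The term and the fits of 7 or 5 libraries were chosen after seeing the values, and the 7 libraries hold only 1 DKO-CO and 1 WT-CO heart, the 5 libraries 2 of each. The DKO-CO hearts in the 5 libraries are DKO-CO 2 and 3, which hold the hepatocyte transcripts. The passes of Hp and Apoa2 in the 5 libraries, and of Hp without DKO-CO 1, rest on these 2 DKO-CO hearts.

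In the treated hearts, the paper states changes in WT that edgeR did not call. Fos passed in the 5 libraries, Dkk3, Nppa, Myl4 and Myl7 in the 7 libraries, and Bmp10, Igfbp6, Nr4a1 and Myl1 in none. In DKO, Apoa2 and Hp passed with no low-count filter and without DKO-CO 1, Alb and Apoa1 with no low-count filter, and Nr3c1, Mef2a, Nfat5, Creb1, Atf2, Thrb, Rela, Rictor, Actb, Myl9, Hdac4 and Hdac9 in none. The fits of 7 or 5 libraries were chosen after seeing the values, and in WT each pass rests on a lone heart, WT-AI 3 in the 5 libraries and WT-CO 1 in the 7. Without DKO-CO 1, the DKO-CO hearts left are those with hepatocyte transcripts. The paper also refers to qRT-PCR for genes changed in WT and in DKO, Rictor among them, which could not be repeated from counts.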

Other observations

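Between DKO-AI and WT-AI hearts, which the text of the paper does not discuss gene by gene, Nppb was lower by a log2 fold change of -2.74 (adjusted p = 0.0348) and Kcnk1 higher (adjusted p = 0.0221). The pseudogenes Gm5652 (4.50) and Gm5559 make up the rest of the 4 genes called. All 8 epicardial and mesothelial markers were higher in DKO-AI (median 1.39, camera adjusted p = 7.37e-08, and 0.336 with an estimated correlation), with 0 called and 7 passing over the list alone. Of 16 glucocorticoid receptor target genes, 13 were higher (median 0.35, camera adjusted p = 1.68e-05, and 0.336 with an estimated correlation). Of 17 heat shock proteins, 16 were lower (median -0.61, camera adjusted p = 6.88e-08, and 0.336 with an estimated correlation).

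Erythroid genes were lower in all 7 members in WT-AI than in WT-CO (median -1.08, camera adjusted p = 0.0215, and 0.666 with an estimated correlation), and this call of the erythroid genes ended without WT-CO 3 (camera adjusted p = 0.135), without WT-AI 3 (0.0948) and with the term for the library sets (0.101), which was chosen after the data were seen. Sex-linked genes were higher in DKO-AI than in DKO-CO (4 tested, median 0.98, camera adjusted p = 0.00203, and 0.338 with an estimated correlation). Without DKO-CO 2 and 3, which leaves 1 DKO-CO heart, 0 of the 4 were lower and the median was 0.399.

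The first principal component of the 12 libraries held 51.2% of the variance and the second 18.9%. Over the 8254 genes with a mean log2 CPM above 3, the loadings of the first had a Spearman rho of 0.756 with transcript GC content. With the exon length of the gene the rho was -0.356.

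DNA of another strain beside the targeted genes may contribute to a few of the genes called between DKO-CO and WT-CO, since 4 of them, Amotl1, Gm26809, Hipk2 and Sesn3, lie within 20 Mb of Ldlr or Lep, where 1.31 were expected (one-sided Fisher's exact p = 0.041).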
